# CTCFL regulates the PI3K-Akt pathway and it is a target for personalized ovarian cancer therapy

**DOI:** 10.1038/s41540-022-00214-z

**Published:** 2022-02-07

**Authors:** Marisol Salgado-Albarrán, Julian Späth, Rodrigo González-Barrios, Jan Baumbach, Ernesto Soto-Reyes

**Keywords:** Biomarkers, Cancer, Computational biology and bioinformatics

## Abstract

High-grade serous ovarian carcinoma (HGSC) is the most lethal gynecologic malignancy due to the lack of reliable biomarkers, effective treatment, and chemoresistance. Improving the diagnosis and the development of targeted therapies is still needed. The molecular pathomechanisms driving HGSC progression are not fully understood though crucial for effective diagnosis and identification of novel targeted therapy options. The oncogene CTCFL (BORIS), the paralog of CTCF, is a transcriptional factor highly expressed in ovarian cancer (but in rarely any other tissue in females) with cancer-specific characteristics and therapeutic potential. In this work, we seek to understand the regulatory functions of CTCFL to unravel new target genes with clinical relevance. We used in vitro models to evaluate the transcriptional changes due to the presence of CTCFL, followed by a selection of gene candidates using *de novo* network enrichment analysis. The resulting mechanistic candidates were further assessed regarding their prognostic potential and druggability. We show that CTCFL-driven genes are involved in cytoplasmic membrane functions; in particular, the PI3K-Akt initiators EGFR1 and VEGFA, as well as ITGB3 and ITGB6 are potential drug targets. Finally, we identified the CTCFL targets *ACTBL2*, *MALT1* and *PCDH7* as mechanistic biomarkers to predict survival in HGSC. Finally, we elucidated the value of CTCFL in combination with its targets as a prognostic marker profile for HGSC progression and as putative drug targets.

## Introduction

High-grade serous carcinoma (HGSC) is the most common type of ovarian cancer (OC) and the most lethal gynecologic malignancy^1^. The main reasons for the high mortality is the late diagnosis due to the lack of reliable biomarkers (60% of the tumors are detected once they have metastasized)^2^ and lack of effective treatment; i.e., current treatment involves surgical resection and standard chemotherapy, which has several side effects and tumors usually become resistant to it^3^. Thus, improving the diagnosis and the development of novel targeted therapies for HGSC is an ongoing research task since few previously proposed targeted therapies have been tested^4^. Furthermore, OC is a highly heterogeneous disease and the molecular mechanisms that drive OC progression and chemoresistance are not fully understood. Therefore, the identification of molecular pathway activity aberration in OC is a crucial first step in the development of effective diagnosis and novel targeted therapy options. Recent genome-wide studies show that, at the genetic level, the most frequent alterations in HGSC are in the P53 pathway, including mutations in the TP53 gene^5^. At the transcriptional level, Immuno, hormone-related, and MAPK signaling pathways are deregulated in specific clusters of HGSC patients^6^.

Furthermore, integrative omic analyses of OC tumors indicate that the protein CTCFL is a relevant molecular driver of OC^7,8^. *CTCFL* (BORIS) is the paralog of the *CTCF* gene, which encodes a ubiquitous well-known transcription factor (TF) with an 11-zinc-finger DNA-binding domain that recognizes binding sites (BSs) in the genome and participates in the establishment of chromatin organization and transcriptional regulation^9,10^. Likewise, CTCFL is a transcriptional regulator that competes for the same BSs with CTCF^11^. CTCFL has gained interest because omics data show that it is a cancer-specific protein: it is highly expressed in OC but absent in healthy normal tissue in women, except in testis (www.proteinatlas.org/ENSG00000124092-CTCFL)^9,12,13^. Due to its particular tissue specificity, CTCFL is classified as a cancer-testis antigen (CTA), a family of proteins with therapeutic importance in cancer^14,15^. Notably, *CTCFL* is considered an oncogene^16^ and appears to be a master TF that maintains a stemness state in cancer^17^ through the transcriptional regulation of several well-characterized oncogenes and also other CTAs in several cancer types^18–21^.

Integrative OC-specific omic analyses have found that CTCFL is a molecular marker of HGSC in three different levels: DNA-methylation, gene expression, and DNA copy number^22^. Also, CTCFL plays an important role in the progression of HGSC; for instance, Hillman *et al*. demonstrated that CTCFL expression could be a key factor of initiation^8^ and additional studies indicate that CTCFL can contribute to OC progression through different mechanisms; such as androgen receptor-associated pathway^7^, dysregulation of hTERT telomerase^23^ and it is associated with poor prognosis and advanced stage^24^.

Together, the above makes CTCFL an exciting and promising unique target for OC treatment or biomarker development^25,26^. Despite the notable improvements in the study of CTCFL in cancer, a detailed examination of the transcriptional effects of CTCFL expression in OC remains to be fully characterized, as well as the extent to which it influences other cancer-related processes and their potential application for the development of mechanistic therapies for OC.

In this work, we study the regulatory functions of CTCFL in OC at the transcriptional level to identify mechanistic targets with clinical relevance in OC. We used in vitro models to evaluate the transcriptional changes due to knockdown and overexpression of *CTCFL*; followed by a selection of gene candidates, the identification of CTCFL-DNA-binding sites and *de novo* pathway enrichment analysis for the identification of potential OC driver mechanisms controlled by CTCFL. Finally, the expression level of candidate genes were utilized as endophenotypic marker profiles to assess their prognostic power as molecular signature and their druggability potential.

## Results

### CTCFL-regulated genes participate in cell motility, membrane transport, and extracellular matrix-related processes

In this study, we aim to identify genes regulated by CTCFL that are of clinical importance in OC, either because they are associated with prognosis or because they could be useful as targeted therapy. To address this goal, we used an OC-derived cell line model (OVCAR3) and OC tumor samples (TCGA) to follow three main analysis steps (Fig. 1a). Characterization of *CTCFL* transcript and protein levels was previously published in^7^, showing that it is an HGSOC-derived cell line with high levels of *CTCFL*, making it an appropriate model for the following experiments. First, we evaluated the transcriptional profiles of OVCAR3 cells with knockdown and overexpression of *CTCFL* to identify the differentially expressed genes (DEGs) due to the presence of CTCFL. Following, we selected gene candidates by examining the DEGs with two complementary analyses, the identification of CTCFL binding sites (BSs) and *de novo* pathway enrichment analysis. Finally, the expression level of candidate genes (33 genes + *CTCFL*) was further analyzed in normal (GTEx) and ovarian tumor (TCGA) samples to assess their prognostic and druggable potential.

**Fig. 1:**
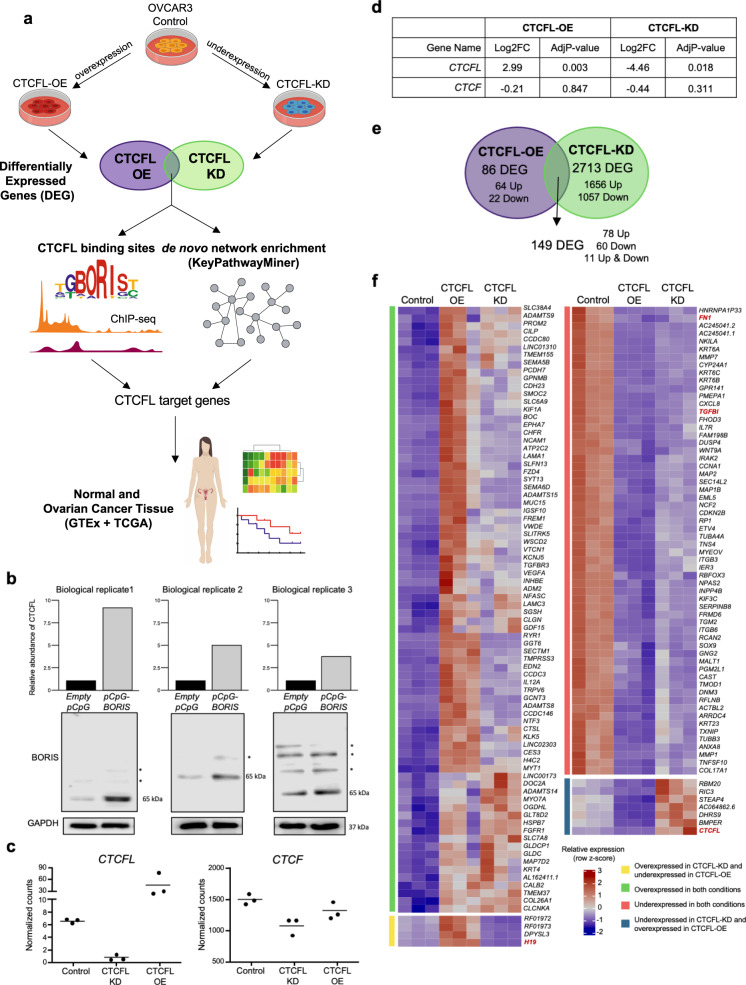
CTCFL-driven DEGs in OVCAR3 cell line. **a** Schematic representation of the workflow followed in this study. RNA-seq data were obtained from OVCAR3 cell lines with *CTCFL* overexpressed and underexpressed from Salgado-Albarran et al.^7^ and subjected to differential expression analysis. Next, CTCFL BS identification and network enrichment analysis was performed to obtain a candidate set of genes. Finally, the candidate gene list was evaluated in OC-derived tumor samples and normal tissue. **b** Experimental validation of CTCFL overexpression at the protein level by Western Blot. The upper panel shows the protein abundance obtained by densitometry. BORIS band is 65 kDa. (*) indicate nonspecific bands. **c** Transcript levels of *CTCFL* and *CTCF* in each experimental condition. **d** Change in gene expression and statistical confidence of *CTCFL* and *CTCF* in each experimental condition vs control. **e** Venn diagram with the number of DEGs found in each and shared between experimental conditions. **f** Relative gene expression (row *z*-score of normalized reads) of the 149 DEGs found in both experimental conditions classified by the direction of gene expression change. Gene names in red indicate previously reported CTCFL transcriptional targets^7,31,37,89^.

OC shows the highest expression of *CTCFL* among cancer types; however, the downstream genes and pathways deregulated by it are not fully described in OC. In order to obtain a more detailed landscape of the transcriptional changes occurring due to *CTCFL* expression and identify potential prognostic and druggable targets for treatment, we performed a differential expression analysis with RNA-seq data obtained from two cellular conditions: *CTCFL* knockdown cells (CTCFL-KD) previously characterized^7^ and the overexpression of *CTCFL* (CTCFL-OE). 

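The RNA-seq files held counts of reads on 60660 genes for 9 libraries of OVCAR3 cells, with 3 libraries each of Control, CTCFL-OE and CTCFL-KD. According to the paper's methods, Control cells were transfected with a LacZ plasmid and CTCFL-OE cells with a plasmid that carries the *CTCFL* open reading frame, and each biological replicate pooled 3 technical replicates. RNA of the CTCFL-KD cells came from the knockdown experiments of an earlier publication, and both comparisons used the same 3 Control libraries. The authors aligned the reads to GRCh38 with STAR, counted them on genes with featureCounts and deposited the counts without normalization. The total counts per library were 19006695, 24490080 and 19044832 in Control, 20178085, 18104845 and 17249451 in CTCFL-OE and 14332622, 16605777 and 17995196 in CTCFL-KD. The paper states 25 M reads per sample, and all values given here use the counted totals. Mitochondrial genes took between 6.16% and 6.52% of the counts in Control, between 7.40% and 14.9% in CTCFL-OE and between 7.80% and 11.8% in CTCFL-KD. A count of 3, the upper limit that a count of 0 allows, corresponded to between 0.117 and 0.271 CPM in the 9 libraries. Where every library of a group had 3 counts or fewer for a gene, its fold change was computed against 3 counts and is given as a lower bound. Genes with too few counts were removed with edgeR's filterByExpr, which left 17794 genes. CTCFL-OE and CTCFL-KD were each compared with Control in one edgeR fit to all 9 libraries after TMM scaling, with the condition as the only factor. DEGs were genes with a log2 fold change beyond 1 in either direction and an adjusted p under 0.1 in CTCFL-OE or under 0.05 in CTCFL-KD, the thresholds of the paper's methods, which used DESeq2. Expression is given as CPM, the count relative to the TMM-scaled library size, as the mean ± SD of the 3 libraries of a group. Standard errors were taken as the absolute log2 fold change divided by the square root of the F statistic. These errors and the limit of 3 counts cover the spread between libraries and the counting error, and not a difference in how the groups of cells were handled.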

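*CTCFL* (ENSG00000124092.12) lies on chromosome 20 of GRCh38 from 57495966 to 57525652, on the minus strand. Its counts were 6, 9 and 10 in the Control libraries, 36, 34 and 72 in the CTCFL-OE libraries and 0, 1 and 0 in the CTCFL-KD libraries. These counts correspond to 0.386 ± 0.108 CPM (SD, n = 3) in Control and 2.61 ± 1.57 CPM (SD, n = 3) in CTCFL-OE, where every library lay above every Control library. The log2 fold change in CTCFL-OE was 2.73 (standard error 0.48), with an adjusted p of 0.0287 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without any one of the Control libraries, the log2 fold change in CTCFL-OE was 2.59 or higher, while its adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment rose to between 0.125 and 0.176. Without replicate 3 of CTCFL-OE, which had the highest count, the log2 fold change was 2.13. In CTCFL-KD, every library was at or under 3 counts, and *CTCFL* was at least 1.89-fold lower than in Control, with an adjusted p of 0.0162 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without replicate 3 of CTCFL-KD, the adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.0551. In each CTCFL-OE library, between 11738 and 13862 genes had more counts than *CTCFL*.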

The increase in the protein levels of the experimental conditions was verified by Western Blot (Fig. 1b and Supplementary Fig. 1a) and at the transcript level (Fig. 1c), where *CTCFL* transcripts show a 2.99 log2 fold increase and a 4.46 log2 fold decrease (Fig. 1d) in the corresponding conditions. Furthermore, we also confirm that *CTCF* expression levels did not vary (Fig. 1d); thus, confirming that the experimental approach to modify CTCFL expression was specific.

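*CTCF* had 80.7 ± 4.03 CPM (SD, n = 3) in Control, 70.3 ± 6.80 CPM (SD, n = 3) in CTCFL-OE and 60.4 ± 5.36 CPM (SD, n = 3) in CTCFL-KD. Its log2 fold change in CTCFL-OE was -0.20 (standard error 0.16), with an adjusted p of 0.532 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In CTCFL-KD, *CTCF* was lower in each of the 3 libraries than in any Control library. The log2 fold change there was -0.42 (standard error 0.16), with an adjusted p of 0.0566 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Across the alternatives, the log2 fold change of *CTCF* in CTCFL-KD stayed between -0.49 and -0.34, and its adjusted p was between 0.0179 and 0.173. The lowest of these came from DESeq2's Wald test with Benjamini-Hochberg adjustment on the 6 Control and CTCFL-KD libraries alone. The change of *CTCF* was smaller than the log2 threshold of 1 in both comparisons under every alternative.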

Once the experimental conditions were validated at the expression and protein levels, two differential expression analyses were performed with the transcriptional data: CTCFL-OE vs Control and CTCFL-KD vs Control. 

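In the fit to all 9 libraries, 368 genes were DEGs in CTCFL-OE, of which 243 were higher and 125 lower than in Control. In CTCFL-KD, 4132 genes were DEGs, with 2719 higher and 1413 lower. Without the threshold on the fold change, 561 genes in CTCFL-OE and 6800 genes in CTCFL-KD passed the adjusted p. Both comparisons shared 227 DEGs, while 141 were found in CTCFL-OE only and 3905 in CTCFL-KD only. Of the shared DEGs, 117 rose in both comparisons, 86 fell in both and 24 changed in opposite directions. In CTCFL-OE the 3 libraries lay outside the range of the 3 Control libraries for 37.1% of the genes tested, and in CTCFL-KD for 56.3%, where 10% would do so by chance. The number of DEGs in CTCFL-OE fell to 45, 61 and 44 without Control replicates 1, 2 and 3, of which only 17, 25 and 18 were higher than in Control, and rose to 1184, with 948 of them higher, without replicate 1 of CTCFL-OE, while the DEGs in CTCFL-KD stayed between 3661 and 4511. Across the 17794 genes, the log2 differences in mean CPM of the 2 comparisons had a Pearson correlation of 0.427, although genes are not independent replicates. Because both comparisons use the same Control libraries, some correlation arises by chance. In 100 simulations of unchanged groups drawn around the means of those libraries it averaged 0.0149 and never exceeded 0.0351. Drawing the groups around those means removed the sampling error of Control, so these values do not measure the chance correlation. With separate Control libraries for the 2 comparisons, the correlation was 0.363 or higher. Of the genes, 68.7% changed in the same direction in both comparisons. The share in the simulations, 51.0% on average, has the same limit and is not a chance level for the observed share.

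**Figure D1:**
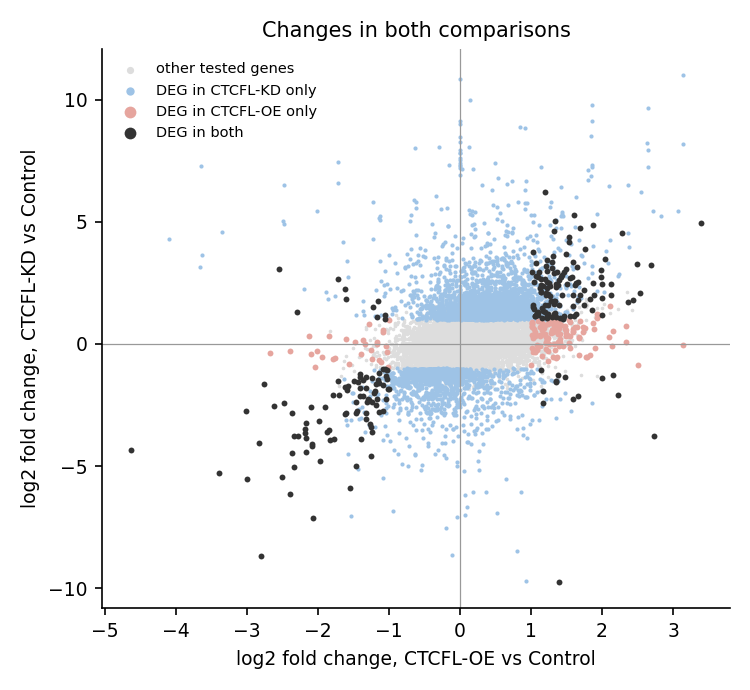
Log2 fold changes of the 17794 genes tested in CTCFL-OE vs Control (x axis) and CTCFL-KD vs Control (y axis), with 1 point per gene, coloured by the comparison in which the gene was a DEG. The 227 DEGs of both comparisons lie mostly where both values have the same sign, and fitted values of genes with 3 counts or fewer in a whole group are not bounds.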

A comparative examination of the identified DEGs shows that 86 DEGs are found when *CTCFL* is overexpressed only, 2713 DEGs when CTCFL is decreased and 149 DEGs are found in both conditions (Fig. 1e). 

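In a PCA of the log2 CPM of the 500 most variable genes, the first component held 90.5% of the variance and separated the CTCFL-KD libraries from the other 6. The second component held 3.93% and separated CTCFL-OE from Control, and the third held 2.17% and separated replicate 1 of CTCFL-KD from its other replicates. The mean distance between libraries over these genes was 82.5 log2 units from Control to CTCFL-KD and 22.8 from Control to CTCFL-OE. Within the groups, it was 10.8 in Control, 17.1 in CTCFL-OE and 18.0 in CTCFL-KD. The smallest distance between a Control and a CTCFL-OE library, 21.5, exceeded the largest distance within either group, 20.4. Replicate 1 of CTCFL-KD had the lowest TMM factor of the 9 libraries, 0.775, and its log2 ratio to the other replicates fell with transcript length (Spearman correlation of -0.61 across 11401 genes). In the quintile of the shortest transcripts the median log2 ratio was 0.87, and in that of the longest it was -0.71. Without this library, 4064 genes were DEGs in CTCFL-KD, and 980 were DEGs in CTCFL-OE.

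**Figure D2:**
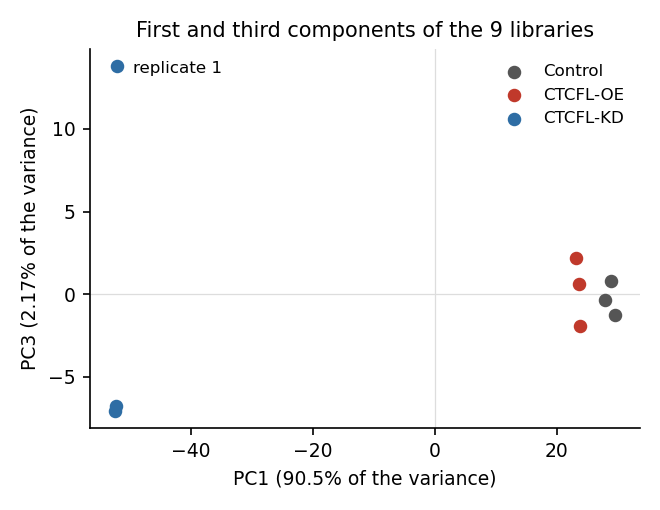
Scores of the 9 libraries on the first (x axis) and the third (y axis) principal components of the log2 CPM of the 500 most variable genes, with 1 point per library coloured by condition. Replicate 1 of CTCFL-KD lies at 13.8 on the third component and the other 2 CTCFL-KD libraries at -6.78 and -7.05.

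**Figure D3:**
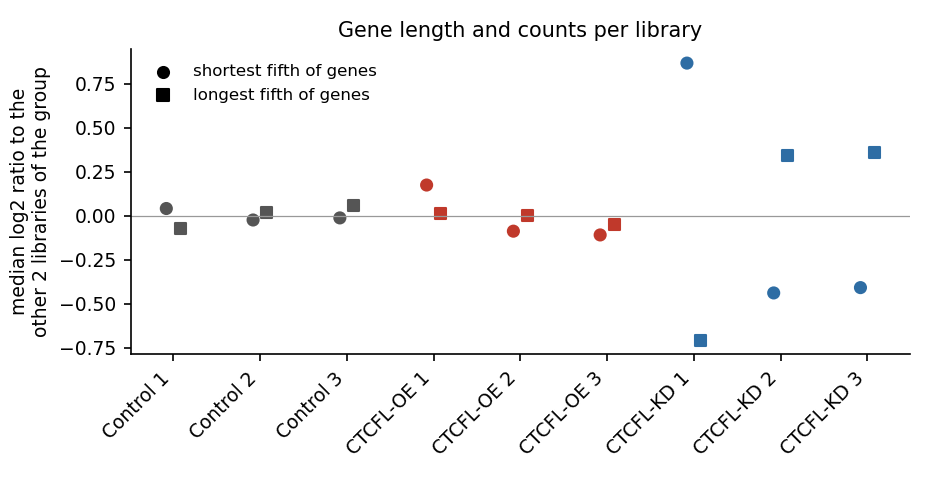
Median log2 ratio of each library to the other 2 libraries of its group, for the quintiles of 11401 genes with the shortest (circles) and the longest (squares) transcripts. Replicate 1 of CTCFL-KD shows the widest gap between the 2 sets of genes.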

PCA plot of the samples (Supplementary Fig. 1b) shows that the difference in the number of DEGs found in each condition is due to little change in OE compared to KD, and not because of sample variation within a condition. A possible explanation for this is the fact the OVCAR3 is a cancer cell line that already expresses *CTCFL*; thus, the exogenous expression might not have a big effect on transcription because target binding sites are already occupied, while the decrease using KD leads to great differences in expression even with small changes in *CTCFL* levels.

Functional enrichment analysis of the DEG found with the overexpression of *CTCFL* (86 genes) shows that the proteins encoded by them are localized mainly in the cytoplasmic membrane and cell periphery compartment (Supplementary Fig. 1c). Notably, among the deregulated genes localized in these compartments are membrane transporters; such as members of the solute carrier family (*SLC26A7*, *SLC8A1*, *SLC6A12*, *SLC7A2*, and *SLC03A1*) and ATP-binding cassette (*ABCC6*). Likewise, we identified cytoskeleton-related proteins (*SGIP1*, *MAPT*, *PACSIN1*, *ACTG1*, and *VIM*), cell adhesion-related (*SCUBE1*, *ICAM5*, and *BVES*), motility-related (*ENPP2*, *CSPG4*, and *C5AR1*), metalloproteinases (*ADAM11*), the insulin receptor (*INSR*), and one of its known ligands (*IGF1*) (Supplementary Fig. 1d).

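Of the 5 solute carrier genes, *SLC26A7* rose from 16.0 ± 0.191 CPM (SD, n = 3) in Control to 51.6 ± 14.2 CPM (SD, n = 3) in CTCFL-OE, and *SLC8A1* from 17.0 ± 0.290 to 51.0 ± 13.3 CPM. Their log2 fold changes were 1.69 (standard error 0.35) and 1.59 (standard error 0.29), with adjusted p of 0.0489 and 0.0310 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *SLC6A12* had a log2 fold change of 1.34 (standard error 0.29) and *SLC7A2* one of 1.01 (standard error 0.26), with adjusted p of 0.0550 and 0.0875 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *SLCO3A1*, which the paper writes as *SLC03A1*, had a log2 fold change of 0.999 and was not a DEG by a narrow margin (adjusted p of 0.0290 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *ABCC6* rose from 2.07 ± 0.20 to 5.32 ± 1.54 CPM and was a DEG in both comparisons, with log2 fold changes of 1.35 in CTCFL-OE and 1.11 in CTCFL-KD. In each of these 6 genes, all 3 CTCFL-OE libraries lay above all 3 Control libraries. None of the 6 passed the adjusted p threshold of CTCFL-OE when any one Control library was left out. For *SLC8A1*, the adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was then between 0.176 and 0.196.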

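*VIM* fell from 8.94 ± 0.425 CPM (SD, n = 3) in Control to 2.17 ± 0.472 CPM (SD, n = 3) in CTCFL-OE, a log2 fold change of -2.04 (standard error 0.26, adjusted p = 0.00629 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *SGIP1* rose with a log2 fold change of 2.16 (standard error 0.25, adjusted p = 0.00475 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from 1.71 ± 0.133 to 7.70 ± 1.78 CPM. *ACTG1*, the most abundant of these genes at 4059 CPM in Control, changed by -1.15 on the log2 scale. Reads of *ACTG1* can also align to its paralog *ACTB* and to actin pseudogenes, and the paper's text does not name how such reads were assigned, so its values are uncertain. *MAPT* had a log2 fold change of 1.18 but was not a DEG (adjusted p = 0.110 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It passed the threshold under 9 of the other settings, among them DESeq2 on all 9 libraries. *PACSIN1*, with a log2 fold change of 0.97, lay under the threshold on the fold change. *SCUBE1* had the highest fitted log2 fold change of these genes, 3.15, with a standard error of 0.81. Its counts were 3, 0 and 4 in Control, close to the limit of 3 counts, and 12, 13 and 31 in CTCFL-OE. *ICAM5*, *ENPP2*, *CSPG4*, *C5AR1*, *ADAM11* and *INSR* were all higher in CTCFL-OE, with log2 fold changes between 1.10 and 2.34, and *BVES* was lower at -1.47. *IGF1* fell in CTCFL-OE, with a log2 fold change of -2.29, and rose in CTCFL-KD, with one of 1.30. In CTCFL-KD, *IGF1* passed the adjusted p threshold in 4 of the 6 fits that left out 1 Control or CTCFL-KD library. Its lowest log2 fold change in those fits was 0.857. Of these genes, only *SGIP1*, *VIM* and *CSPG4* passed the adjusted p threshold in each of the 6 fits that left out 1 Control or CTCFL-OE library.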

Likewise, when evaluating the DEGs after the knockdown of *CTCFL* (2713 genes), components of the cell membrane, cell periphery, and cytoskeleton stand out for being differentially expressed (Supplementary Fig. 2a). In particular, similar to the observed in the opposite experimental condition, 50 members of the solute carrier family are differentially expressed (Supplementary Fig. 2b) and cytoskeleton-related proteins (122 DEGs), including *ACTB* and *ACTR2* (Supplementary Fig. 2c). Together, the latter indicates that, while the majority of the genes affected by the presence and absence of CTCFL are different, at the functional level, many of these genes belong to the same protein families or participate in the same cellular processes; i.e., cell motility (cytoskeleton), and membrane transport, which are well-known mechanisms associated with the development of metastases^27,28^ and tumor resistance to drugs^29,30^; suggesting that CTCFL could play an important role in OC metastases.

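Of 297 protein-coding genes of the solute carrier (SLC) and ATP-binding cassette (ABC) families that were tested, 114 were DEGs in CTCFL-KD, of which 100 were higher and 14 lower than in Control. They comprised 102 SLC genes and 12 ABC genes. Of the 56 genes drawn in Supplementary Fig. 2b, 55 were DEGs in CTCFL-KD, and 55 were DEGs when the p-values were adjusted over the list alone. The exception in both was *SLC25A13*, named here after its values were seen, with a log2 fold change of -0.95. This list was chosen by the study on these samples and is not independent of them. With the test of edgeR that asks for a fold change beyond 2 (glmTreat), 45 of the SLC and ABC genes remained significant. *ACTB* fell from 5427 ± 251 CPM (SD, n = 3) in Control to 2644 ± 949 CPM (SD, n = 3) in CTCFL-KD, a log2 fold change of -1.04 (standard error 0.27, adjusted p = 0.0112 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without replicates 2 and 3 of CTCFL-KD its log2 fold changes were -0.90 and -0.89, under the threshold on the fold change, and without replicate 1 it was -1.37. Reads of *ACTB* can also align to *ACTG1*. *ACTR2* fell from 380 ± 15.9 to 164 ± 68.2 CPM, a log2 fold change of -1.21 (standard error 0.32, adjusted p = 0.0121 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without replicate 1 of CTCFL-KD it was -0.90, again under that threshold. In both genes every CTCFL-KD library lay below every Control library.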

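Taken together, SLC and ABC genes were DEGs more often than other genes in both comparisons in the fit to all 9 libraries, the only one tested for this. In CTCFL-KD, 38.4% of the tested SLC and ABC genes were DEGs against 23.0% of the other genes, an odds ratio of 2.09 (two-sided Fisher's exact test, p = 3.8e-09, and 1.9e-08 after Benjamini-Hochberg adjustment over 5 such tests). With protein-coding genes alone as the background, the odds ratio was 2.03. The ABC genes alone, with 12 of 32 as DEGs in CTCFL-KD, did not pass (odds ratio 1.99, two-sided Fisher's exact test, p = 0.0611, and 0.0611 after the same adjustment), and 1 of the 32 was a DEG in CTCFL-OE. In CTCFL-OE, 14 SLC and ABC genes were DEGs, or 4.71% against 2.02% of the other genes (odds ratio 2.40, two-sided Fisher's exact test, p = 0.00560, adjusted over the same tests to 0.00700). With edgeR on the 2 groups compared, 29 were DEGs. Of the 14, *ABCC6*, *SLC26A7*, *SLC8A1*, *SLC6A12*, *SLC7A2*, *SLC6A9* and *SLC38A4* did not pass the adjusted p threshold without any one Control library. *SLC7A8* passed it in 4 of the 6 fits that left out 1 Control or CTCFL-OE library. Members of a family are not independent of each other, and 5 of the genes were DEGs in both comparisons, namely *ABCC6*, *SLC38A4*, *SLC6A9*, *SLC7A8* and, named after its values were seen, *SLC28A3*. The last fell in CTCFL-OE (-1.05) and rose in CTCFL-KD (1.04), on the log2 scale. The paper reasons that the genes affected on the 2 sides are mostly different, while many share families or processes, namely cell motility and membrane transport. From this it proposes that *CTCFL* could have a role in metastases of OC.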

After the examination of the DEGs uniquely identified in the experimental conditions, we also explored the DEGs found in both conditions: *CTCFL* overexpression and underexpression (149 genes). In this case, we also found previously validated targets of CTCFL (Supplementary Fig. 3a, b), such as *TGFB1*^31^, *FN1*^7^, and the *H19* gene, which has been widely studied as a target of CTCFL and CTCF given its DNA-methylation dependent transcriptional regulation^32,33^.

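*TGFB1* and *TGFBI* are different genes with similar symbols, and both were measured. *TGFB1* (ENSG00000105329) lies on chromosome 19 and *TGFBI* (ENSG00000120708) on chromosome 5 of GRCh38. *TGFB1* had 34.5 ± 2.57 CPM (SD, n = 3) in Control, 26.5 ± 7.57 CPM (SD, n = 3) in CTCFL-OE and 18.5 ± 4.19 CPM (SD, n = 3) in CTCFL-KD. Its log2 fold changes were -0.38 in CTCFL-OE (standard error 0.23, adjusted p = 0.409 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.90 in CTCFL-KD (standard error 0.23, adjusted p = 0.0118 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was a DEG in neither, although without replicate 1 of CTCFL-KD its log2 fold change there was -1.07 and it was a DEG. *TGFBI*, the symbol given in Fig. 1f and in Supplementary Data 1, had 85.4 ± 2.46 CPM in Control, 15.1 ± 9.88 CPM in CTCFL-OE and 1.99 ± 0.540 CPM in CTCFL-KD. It was a DEG in both comparisons, with log2 fold changes of -2.51 (standard error 0.39, adjusted p = 0.0164 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -5.44 (standard error 0.47, adjusted p = 1.7e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *FN1* fell from 352 ± 39.7 CPM to 117 ± 59.7 CPM in CTCFL-OE and 94.3 ± 30.1 CPM in CTCFL-KD. Its log2 fold changes were -1.60 and -1.90, with adjusted p of 0.0795 and 0.00365 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without any one Control library, the adjusted p of *FN1* in CTCFL-OE from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was between 0.229 and 0.282. *H19* fell in CTCFL-OE, with a log2 fold change of -2.54, and rose in CTCFL-KD, with one of 3.09, from 13.1 ± 0.363 CPM to 2.20 ± 1.74 and 111 ± 33.5 CPM. It was one of the 24 shared DEGs that changed in opposite directions, but in CTCFL-OE it passed the adjusted p threshold in only 1 of the 6 fits that left out 1 Control or CTCFL-OE library, the one without replicate 1 of CTCFL-OE.

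**Figure D4:**
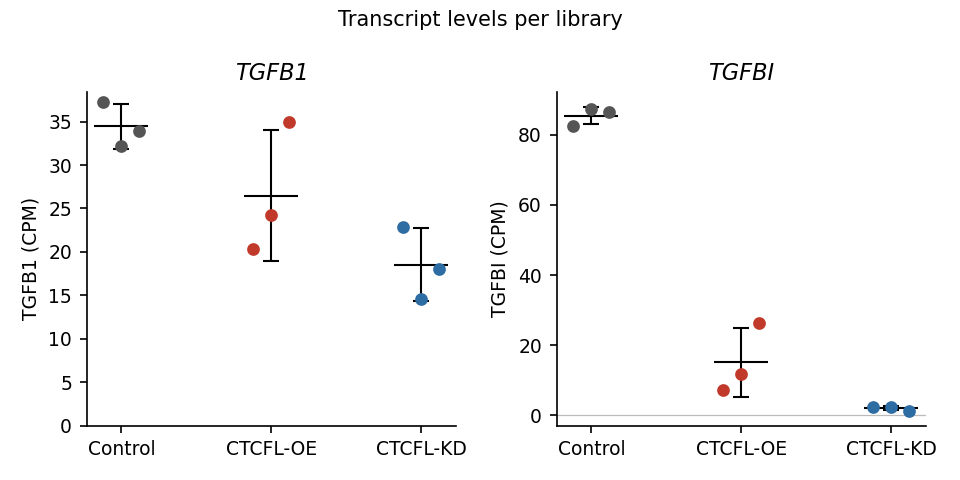
CPM of *TGFB1* (left) and *TGFBI* (right) in the 3 libraries of each condition (points), with the mean and SD of each group (bars). *TGFBI* falls from 85.4 CPM in Control to 1.99 CPM in CTCFL-KD, while *TGFB1* falls from 34.5 to 18.5 CPM.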

In addition to the already-known targets, we further identified relevant cancer-associated genes; such as, *FGFR1*, *VEGFA*, *WNT9A*, and *FZD4* (Fig. 1f). Moreover, we found that similar to the described above, the DEGs are mainly involved in the extracellular matrix or cell motility-related processes, such as actin (*ACTBL2*), kinesins (*KIF1A* and *KIF3C*), laminin (*LAMC3* and *LAMA*), microtubule-associated (*MAP2* and *MAP1B*) and solute carrier family genes (*SLC7A8*, *SLC38A4*, and *SLC6A9*) (Fig. 1f and Supplementary Fig. 3c).

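*FGFR1* rose from 69.9 ± 2.80 CPM (SD, n = 3) in Control to 145 ± 21.8 CPM (SD, n = 3) in CTCFL-OE and 155 ± 1.29 CPM (SD, n = 3) in CTCFL-KD, with log2 fold changes of 1.05 and 1.14 (adjusted p of 0.0170 and 4.5e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *VEGFA* rose from 14.2 ± 0.467 CPM to 31.3 ± 7.32 CPM in CTCFL-OE and 69.5 ± 25.4 CPM in CTCFL-KD. Its log2 fold changes were 1.13 (standard error 0.27) and 2.29 (standard error 0.27), with adjusted p of 0.0725 and 1.5e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *WNT9A* fell in both comparisons, by 1.58 and 1.73 on the log2 scale, and *FZD4* rose in both, with log2 fold changes of 1.22 and 2.54. Of these 4 genes, *FZD4* alone passed the adjusted p threshold of CTCFL-OE in each fit that left out 1 library. In CTCFL-KD, all 4 passed it in each such fit.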

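Each of the 10 genes was a DEG in both comparisons and changed in the same direction in both. The paper's *LAMA* was read as *LAMA1*, the only laminin alpha gene of Fig. 1f. *ACTBL2* fell most in CTCFL-KD, from 15.6 ± 2.54 CPM (SD, n = 3) in Control to 0.252 ± 0.0927 CPM (SD, n = 3), on counts of 2, 6 and 4, with log2 fold changes of -1.55 in CTCFL-OE and -5.88 in CTCFL-KD. *MAP2* fell from 180 ± 11.6 CPM to 45.7 ± 2.13 CPM in CTCFL-OE and 6.32 ± 2.43 CPM in CTCFL-KD, with log2 fold changes of -1.98 and -4.81 (adjusted p of 0.00629 and 2.6e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *MAP1B* and *KIF3C* were also lower in both. *KIF1A*, *LAMC3*, *LAMA1*, *SLC7A8*, *SLC38A4* and *SLC6A9* were higher in both, with log2 fold changes between 1.07 and 1.99 in CTCFL-OE and between 1.25 and 3.09 in CTCFL-KD. The adjusted p of *LAMA1* in CTCFL-OE was 0.0431 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and it rose to between 0.158 and 0.257 when 1 Control library was left out. *MAP2* was the only one of the 10 genes that stayed past the threshold of CTCFL-OE in all 6 fits that left out 1 Control or CTCFL-OE library.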

Together, these results show that, in general, the cellular effect due to the presence of CTCFL is similar, being the most relevant effects, those associated with extracellular matrix functions, cell motility, and cytoplasmic membrane transporters. Furthermore, these cellular effects are achieved through diverse deregulated genes between experimental conditions.

### CTCFL-induced protein interaction network is composed of key PI3K-Akt signaling pathway and extracellular matrix genes

After examining the DEGs found in each experimental condition, we aimed to select relevant genes with potential mechanistic molecular importance in OC by analyzing the shared DEGs with two approaches: the identification of CTCFL BSs and *de novo* protein pathway enrichment analysis.

First, we searched BSs in the promoters of the 149 DEGs using the reported DNA motif of CTCFL (Jaspar and Factorbook) and the HMMer tools for motif search (Fig. 2a)^34–36^. A total of 48 differentially expressed genes showed at least one CTCFL BSs in its promoter (Supplementary Data 2). 

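Of the 48 genes listed in Supplementary Data 2, 45 were DEGs in both comparisons, and 42 of these changed in the same direction in both, with *RBM20*, *RIC3* and *CTCFL* as the exceptions. With p-values adjusted over the list alone, 46 genes in CTCFL-OE and 48 in CTCFL-KD were DEGs, although the study chose the list on these samples. *CHFR*, *INHBE* and *STEAP4* were not DEGs in CTCFL-OE, with log2 fold changes of 0.90, 2.38 and 0.98 and adjusted p of 0.0561, 0.116 and 0.0548 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The listed BSs are between 8 and 14 bases long. Each sequence was searched in GRCh38 within 50 bases of its listed position, and 47 were found there. For the 24 genes on the plus strand, the matching sequence starts 1 base before the listed start, and for 23 genes on the minus strand 1 base after it. The sequence listed for *CTCFL* was not found. The listed E-values were between 0.056 and 8.7. In the annotation, 23 of the 24 matched sites of plus-strand genes lie within 2 kb of a TSS of their gene. For the minus-strand genes, 3 of 23 do so, while 14 of 23 lie within 2 kb of the 3′ end of their gene. This split by strand was noticed, and *RIC3*, *CHFR*, *INHBE* and *STEAP4* were named, after the values were seen.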

Next, these genes were further analyzed by selecting the ones that show occupancy of CTCFL and CTCF using publicly available ChIP-seq data from Pugacheva et al.^11^, where six genes (Fig. 2b) showed ChIP-seq peak that matches the BSs identified (*VEGFA*, *IL12A*, *WSCD2*, *RBM20*, *TGFB1*, and *MAP1B*). 

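The site of *VEGFA* is CACTAGGGGGCGCT at 43769631 to 43769644 on chromosome 6 of GRCh38, 574 bases upstream of the canonical TSS, in the context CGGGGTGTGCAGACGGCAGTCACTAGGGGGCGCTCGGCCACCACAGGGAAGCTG. The site of *IL12A* is CGGCAGGGGGCGCT at 159988707 to 159988720 on chromosome 3, 122 bases upstream of the TSS. The site of *RBM20*, CCAGGGGGCGT, starts at 110644228 on chromosome 10, 103 bases upstream of the TSS, and that of *MAP1B*, CAGGGGGCG, starts at 72107425 on chromosome 5, 46 bases upstream. The site of *WSCD2*, CCAGCAGGGGGC, starts at 108194028 on chromosome 12 in an intron, 1800 bases from the nearest annotated TSS. *IL12A* and *WSCD2* rose in both comparisons, with log2 fold changes of 1.59 and 1.66 in CTCFL-OE and 3.37 and 2.54 in CTCFL-KD. *RBM20* rose in CTCFL-OE from 3.91 ± 0.349 to 11.8 ± 3.27 CPM (SD, n = 3) and fell in CTCFL-KD to 0.758 ± 0.617 CPM (SD, n = 3), with log2 fold changes of 1.60 and -2.26. With the replicate number as a block, the adjusted p of *RBM20* in CTCFL-OE was 0.101 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without the block, leaving out any one Control library gave it an adjusted p between 0.267 and 0.312 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In CTCFL-OE, *RBM20* passed the adjusted p threshold in 1 of the 6 fits that left out 1 Control or CTCFL-OE library. *MAP1B* fell in both comparisons, with log2 fold changes of -1.60 and -2.81.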

Notably, *the CTCFL* gene contains a CTCFL BSs in its own promoter, in line with previous reports showing a CTCF-controlled transcription^37^. Furthermore, we also identified *TGFB1*, which was previously validated as a direct target of CTCFL^31^. Together, these results support our analyses and allow us to propose new previously uncharacterized CTCFL targets. In this regard, *VEGFA* is a previously uncharacterized target of CTCFL that plays a key role in angiogenesis^38^. 

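For *CTCFL*, Supplementary Data 2 lists the sequence AGGGGGCGCTC at 57526444 to 57526454 on chromosome 20, which is 1309 bases upstream of the canonical TSS and 797 bases from the nearest annotated TSS in GRCh38. This sequence was not found on either strand within 5 kb of that position. The listed E-value of this site is 0.29.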

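Supplementary Data 2 lists no site under *TGFB1* and lists one under *TGFBI*. That site, CGCCAGGGG, matches chromosome 5 of GRCh38 from 136028925 to 136028933 on the minus strand, 59 bases upstream of the TSS of *TGFBI*, which is the gene at 136028988 to 136063818. Its listed E-value is 8.4.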

We found *VEGFA* differentially expressed and its promoter is occupied by both CTCFL and CTCF in OC cell lines; thus, it is a potential direct target of CTCFL in OC. The latter is of great clinical relevance given the availability of precision therapies using VEGFA pathways as targets in other cancer types^39^ and growing evidence shows that this could be a promising target in OC^40^.

**Fig. 2:**
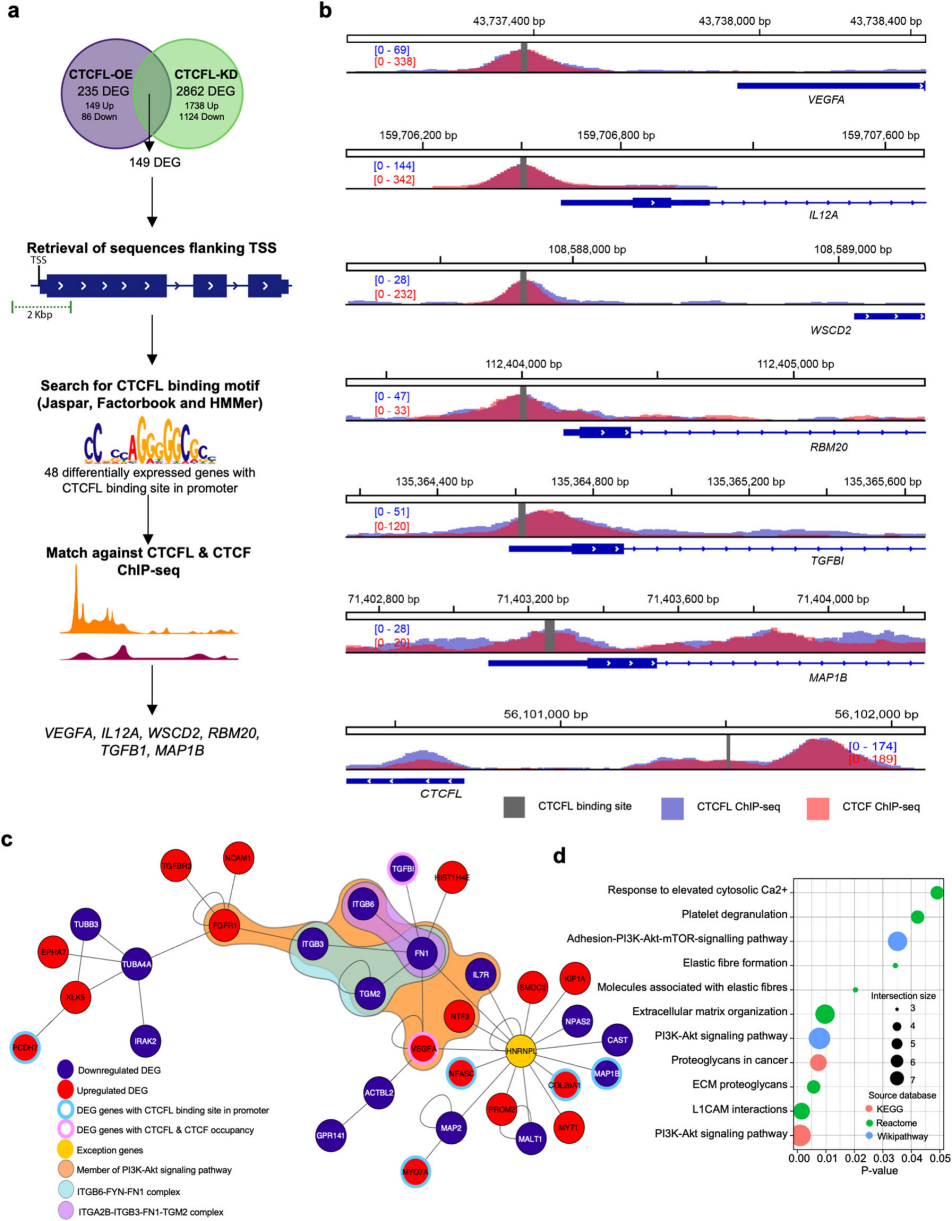
Identification of CTCFL direct targets and CTCFL-deregulated protein interaction network. **a** Schematic representation of the workflow followed for the identification of DEGs with CTCFL BS. Sequences flanking the TSS of DEGs found in both experimental conditions were retrieved and used as input for motif identification with HMMer using the reported CTCFL motifs in Jaspar and Factorbook. Next, genes with a predicted BS and experimentally validated CTCFL and CTCF occupancy (ChIP-seq) were selected. **b** Visual representation of CTCFL and CTCF occupancy in predicted CTCFL BSs of the genes *VEGFA, IL12A, WSCD2, RBM20, TGFB1, MAP1B*, and *CTCFL*. **c** Protein interaction network enriched with CTCFL-deregulated genes found in vitro. **d** Functional enrichment analysis of genes in the protein interaction network using KEGG, Reactome, and Wikipathway databases.

Next, in order to identify an underlying relevant protein pathway affected by the presence of CTCFL we obtained the largest interaction network enriched with the DEGs using KeyPathwayMiner^41^, allowing one exception (which is relevant to build the network and might have a mechanistic relevance) (Fig. 2c). The resulting network thus contains 32 CTCFL-driven DEGs and one exception. 

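All 32 DEGs of the network were DEGs in both comparisons in the fit to all 9 libraries, 16 of them higher and 16 lower than in Control, and each changed in the same direction in both. All 32 were also DEGs in both when the p-values were adjusted over the list alone, although this list was chosen by the study on these samples. The exception, *HNRNPL*, had log2 fold changes of -0.34 in CTCFL-OE and -0.26 in CTCFL-KD and was a DEG in neither. Without one of the Control libraries, between 8 and 12 of the network genes were DEGs in both comparisons, and without replicate 2 or replicate 3 of CTCFL-OE, 12 and 17 were. With glmTreat, 3 of the network genes were called in both.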

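*ITGB3* fell from 119 ± 5.22 CPM (SD, n = 3) in Control to 50.0 ± 17.6 CPM (SD, n = 3) in CTCFL-OE and 5.05 ± 1.71 CPM (SD, n = 3) in CTCFL-KD. Its log2 fold changes were -1.25 (standard error 0.28) and -4.57 (standard error 0.32), with adjusted p of 0.0587 and 5.9e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *ITGB6* fell from 158 ± 1.52 CPM to 35.2 ± 9.91 and 10.8 ± 2.34 CPM, with log2 fold changes of -2.17 and -3.86 (adjusted p of 0.0035 and 4.5e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *IL7R* fell in both comparisons, with log2 fold changes of -1.88 (standard error 0.43) and -3.59 (standard error 0.50). *NTF3* rose in both, and its log2 fold change in CTCFL-KD was 2.89 (standard error 0.22). Of the extracellular matrix genes, *NCAM1* rose from 31.1 ± 2.20 CPM to 80.0 ± 6.07 CPM in CTCFL-OE and 238 ± 42.7 CPM in CTCFL-KD. *COL26A1* rose with log2 fold changes of 1.10 and 1.31, and *CAST* fell with log2 fold changes of -1.24 and -1.39. In CTCFL-OE, *ITGB6* and *NCAM1* passed the adjusted p threshold in all 6 fits that left out 1 Control or CTCFL-OE library, while *ITGB3* and *IL7R* passed it in 2 of the 6, *NTF3* and *CAST* in 4 and *COL26A1* in 1.

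**Figure D5:**
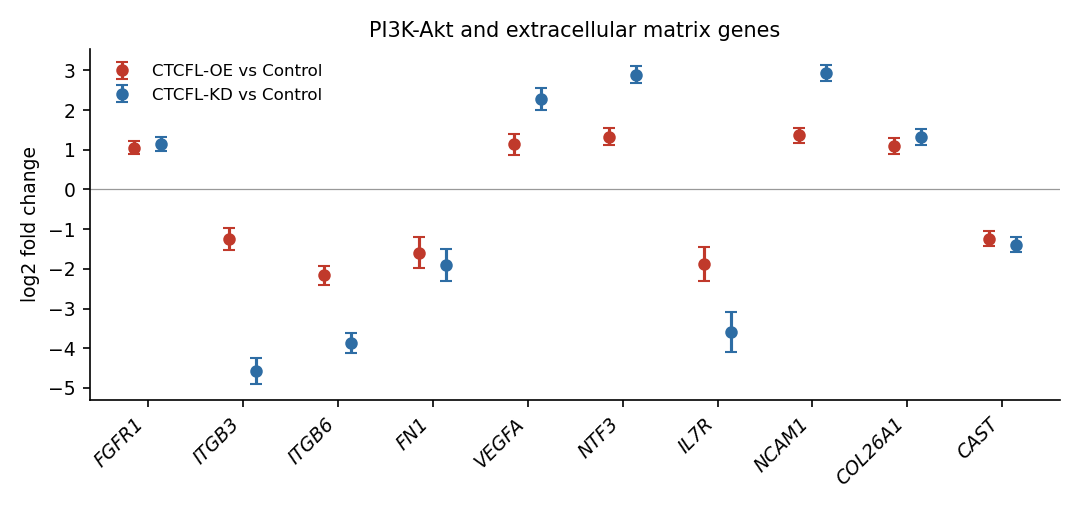
Log2 fold changes of the PI3K-Akt and extracellular matrix genes in CTCFL-OE vs Control and CTCFL-KD vs Control, with bars for 1 standard error on each side. Each gene has the same sign in both comparisons.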

Functional evaluation genes in the network show that they participate primarily in the PI3k-Akt signaling pathway (*FGFR1, ITGB3, ITGB6, FN1, VEGFA, NTF3*, *and IL7R*) and are also involved in an extracellular matrix organization (*NCAM1, ITGB3, ITGB6, FN1, COL26A1*, and *CAST*) (Fig. 2d).

Notably, regarding the PI3K-Akt pathway, the proteins identified correspond mainly to the cell membrane receptors (FGFR1, ITGB3, ITGB6, and IL7R) and their ligands (VEGFA). Additionally, when examining protein complexes in the CORUM database^42^, we found that well-characterized functional protein complexes are deregulated by CTCFL; such as the ITGA2B-ITGB3-FN1-TGM2 complex (CORUM 2376) known to participate in cell adhesion^43^, where three out of the four members of the complex are affected; and the ITGB6-FYN-FN1 complex (CORUM 2351), which is involved in focal adhesion^44^. 

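*TGM2* fell from 518 ± 13.7 CPM (SD, n = 3) in Control to 103 ± 35.4 CPM (SD, n = 3) in CTCFL-OE and 15.5 ± 2.86 CPM (SD, n = 3) in CTCFL-KD, with log2 fold changes of -2.34 and -5.06 (adjusted p of 0.0035 and 2.1e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *ITGA2B* was a DEG in neither comparison, with log2 fold changes of 0.29 (standard error 0.29) and 0.82 (standard error 0.29). Its adjusted p in CTCFL-KD was 0.0422 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0528 with the replicate number as a block. It was a DEG in CTCFL-KD without Control replicate 2 (log2 fold change of 1.05) or without CTCFL-KD replicate 3 (1.00), and the adjusted p over the alternatives was between 0.0255 and 0.152. *FYN* was a DEG in CTCFL-KD only, with a log2 fold change of 1.54 (standard error 0.17, adjusted p = 8.5e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and of 0.17 (standard error 0.17) in CTCFL-OE. Whether *FYN* and *ITGA2B* changed differently in the 2 comparisons was not tested.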

The above is of great importance in OC since established evidence shows that this pathway is significantly deregulated in OC^5,45–47^. Notably, FN1 seems to play a special role in the downstream effects of CTCFL deregulation through the alteration of signaling pathways (PI3K-Akt), as a key component of the extracellular matrix and through their interaction with VEGFA and TGFB1, which are not only differentially expressed but also have CTCFL and CTCF occupancy in their promoter.

Together, this data provides more detailed insights into the cellular effects occurring due to the transcriptional changes driven by CTCFL. In particular, these results indicate that CTCFL could be an important factor driving changes in the extracellular matrix components, which in turn, lead to changes in cell migration. Furthermore, our data suggest that the PI3K-Akt signaling pathway might play an important role in OC patients with a high expression of *CTCFL*. Finally, FN1 appears to be one of the main effectors of CTCFL-driven downstream changes in OC tumor cells.

### CTCFL-induced protein interaction network is deregulated and associated with survival in OC

Following the identification of a relevant interaction network enriched with DEGs due to the presence of CTCFL (33 genes), we aimed to evaluate whether these play a relevant role in OC patients, either by being associated with the survival and progression prognosis or by being druggable targets for treatment.

To address this question, we evaluated the expression profile of the 34 genes (33 previously found plus *CTCFL*) in the TCGA (Serous Cystadenocarcinoma) and GTEX (Normal Tissue) datasets. We found that 27 out of the 34 genes are differentially expressed (Fig. 3a) between tumor and normal tissue, including *VEGFA* and *IL7R*, and being *CTCFL*, *KLK5*, and *ITGB6* the most upregulated and *TGFBR3* the top downregulated genes (Supplementary Fig. 4a). Furthermore, genes that belonged to the ITGB6-FYN-FN1 and ITGA2B-ITGB3-FN1-TGM2 complex (*ITGB3, ITGB6*, *and FN1*) are also differentially expressed; as well as PI3K-Akt pathway genes (*FGFR1*). This indicates that the genes deregulated by CTCFL are not only involved in relevant cancer-associated processes (such as signaling pathways and extracellular component organization as described above), but they are also differentially expressed in OC patients.

**Fig. 3:**
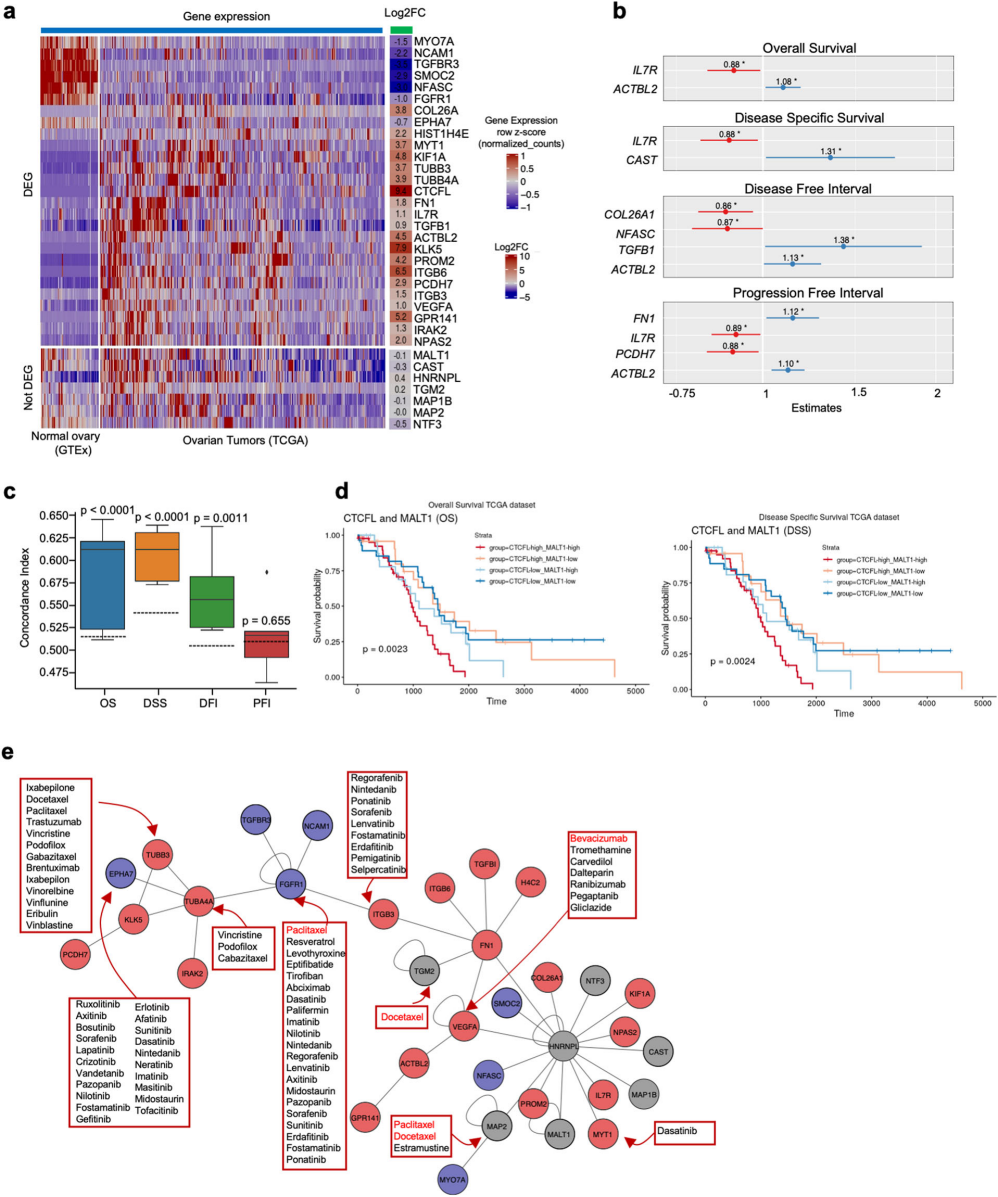
Evaluation of prognosis and druggability of CTCFL-regulated genes in ovarian cancer tumor samples. **a** Relative expression of the 34 CTCFL-regulated candidate genes in normal and tumor samples (left panel) and their corresponding fold change (right panel). Genes are grouped into DEGs (*p*-adj < 0.05) or not DEGs (*p*-adj ≥ 0.05). **b** Survival analysis with Cox PH model using four survival data: overall survival (OS), disease-specific survival (DSS), and progression-free survival (PFI). **c** Average Concordance Index (CI) obtained with the gene expression of the 34 candidate genes using the random survival forest (RSF) model. The dashed horizontal line indicates the average CI of random sets of genes for each survival dataset. **d** Kaplan–Meier plots of *MALT1* (top relevant gene found by OS and DSS RSF models) in combination with *CTCFL* expression. **e** *CTCFL*-regulated protein interaction network found in vitro depicting the druggable targets that are differentially expressed in tumor samples versus normal tissue (TCGA vs GTEx). Red and blue nodes indicate genes upregulated and downregulated in tumor vs normal, respectively. Targeting drugs are shown in red boxes, red drug labels indicate drugs currently clinically used for OC treatment.

After comparing the expression profile of the selected genes in tumor versus normal samples, we aimed to evaluate whether they have prognostic potential by doing a Cox proportional hazards (CPH) regression analysis and a Random Survival Forest (RSF) analysis. We evaluated four different survival data types: overall survival (OS), disease-specific survival (DSS), disease-free interval (DFI), and progression-free interval (PFI).

The CPH analysis (Fig. 3b) shows that 8 genes are associated with the survival of patients; particularly, *IL7R*, *PCDH7*, *COL26A*, and *NFASC* are associated with a protective effect (low expression is associated with poor prognosis), whereas *TGFB1, ACTBL2, CAST*, and *FN1* are associated with an increased risk (high expression is associated with poor prognosis). Also, we evaluated the potential to predict survival with RSF, a nonparametric ensemble method for the prediction of survival with the advantage that it does not depend on model assumptions^48^. We trained and further applied the model to the four datasets using the 34 candidate genes as features and we also evaluated randomly selected genesets of the same size. We found that the candidate set of genes found by our previous network analysis is capable of predicting the survival of patients with significantly higher accuracy (Concordance Index, CI) than the random genes for OS, DSS and DFI datasets (Fig. 3c). The feature importance (contribution of each gene to the prediction of survival) for each of these models shows that the top predictor gene is *MALT1* for OS and DSS, *PCDH7* for PFI, and *ACTBL2* for DFI (Supplementary Fig. 4b). Notably, *MALT1* was not previously found by the CPH analysis, and Kaplan–Meier plots also show the relevance of *MALT1* in combination with *CTCFL* expression in the survival of OC patients (Fig. 3d). Together, this suggests that the selected genes are not only CTCFL-driven genes involved in cancer pathways and deregulated in OC patients; but they are also significantly associated with the survival of these patients.

Once we addressed the relevance of candidate genes in the prognosis of OC patients, we finally evaluated whether these genes are potential druggable targets. We used the CoVex platform^49,50^ to obtain drugs targeting the genes in the DEG-enriched network (Fig. 3e). We found three drugs, out of the 15 total approved drugs for OC (Altretamine, Gemcitabine, Carboplatin, Topotecan, Thiotepa, Niraparib, Paclitaxel, Cisplatin, Olaparib, Hydroxyurea, Trabectedin, Melphalan, Bevacizumab, Doxorubicin, and Rucaparib); such as the first-line chemotherapy drugs Paclitaxel and Docetaxel and the antiangiogenic drug Bevacizumab. The most identified drugs are tyrosine kinase inhibitors (TKI), which target mainly EPHA7, FGFR1, and ITGB3 (Fig. 3d). The latter is of clinical relevance since ITGB3 appears to be a key connector gene in the CTCFL-DEG-enriched network, it participates in the PI3K-Akt pathway and it is differentially expressed in OC patients. Despite the importance as a prognostic marker of *MALT1*, no approved targeting drugs were found; thus, its therapeutic potential remains to be explored and it could be a good candidate for drug development. Together, these results provide mechanistic insights into ovarian cancer-associated transcriptional changes while also being potential markers of survival and targets for precision medicine therapies; in particular, in patients with *CTCFL* overexpression.

## Discussion

*CTCFL* has been widely reported overexpressed in several cancer types^16,17,51^ and proposed as a promising therapeutic target given its patterns of expression in human tissues. Previous research suggests that the oncogenic functions of CTCFL are due to the promotion of a stemness state^17,52,53^ by regulating several processes, including apoptosis^23,54–56^ and epithelial to mesenchymal transition (EMT)^52^. In ovarian cancer patients, *CTCFL* is overexpressed specifically in HGSC patients^22^ and it is associated with poor prognosis^24^. However, little is known about the molecular mechanisms that are driven by CTCFL expression. As the lack of therapeutic alternatives and prognostic biomarkers still is a massive problem in OC, the identification of such CTCFL-driven mechanisms can contribute to the development of systems medicine approaches and more complex prognostic biomarkers in OC. Here we show that the underexpression and overexpression of CTCFL produce changes in cellular processes related mainly to the PI3K-Akt signaling pathway and extracellular matrix-related genes. Furthermore, these genes, together with *CTCFL*, are good mechanistic predictors of survival and can also be targeted by drugs currently being used or tested in other cancer types.

The PI3K-Akt pathway is the second most frequently altered pathway after p53^5^ and is proposed as a useful approach for therapeutic intervention in OC^57^, given its association with chemotherapy resistance^58–60^ and poor prognosis in OC^61^. We found several membrane receptors and their ligands, members of the PI3K-Akt pathway, as the key deregulated genes by CTCFL; most notably, EGFR1, ITGB3, ITGB6, and FN1 are deregulated by CTCFL in vitro and are also deregulated in OC patients. 

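The paper's *EGFR1* is not the symbol of a gene in the files, and the results of the paper name *FGFR1* at this place. *EGFR* itself was a DEG in neither comparison. It had 217 ± 14.0 CPM (SD, n = 3) in Control, 252 ± 40.0 CPM (SD, n = 3) in CTCFL-OE and 240 ± 94.8 CPM (SD, n = 3) in CTCFL-KD, with log2 fold changes of 0.22 and 0.15. The adjusted p of *EGFR* was 0.720 and 0.698 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In CTCFL-KD its direction rested on single libraries, with a log2 fold change of -0.06 without replicate 3 and 0.45 without replicate 1. In the latter fit it passed the adjusted p threshold but not that on the fold change (adjusted p = 0.0284 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in a range of 0.0284 to 0.949 over the alternatives).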

EGFR, ITGB3, and ITGB6 are membrane receptors that have AKT as a downstream target, and thus the inhibition of these could be a useful approach for OC therapy in patients showing chemotherapy resistance. Importantly, to our knowledge, no PI3K-Akt targeting drugs have been approved for the treatment of OC to date. However, preclinical evidence shows that the inhibition of EGFR-AKT signaling affects OC cell growth^62,63^. Further studies have been carried out to evaluate the performance of molecular inhibitors targeting PI3K or AKT in preclinical models^46,64^ and some inhibitors are downstream mTOR blockers with varying effectiveness^65^. Thus, the use of the RTK inhibitors (the upstream initiators of the PI3K-Akt pathway) to target the CTCFL-deregulated genes; such as EGFR1, could aid in improving the effectiveness of OC therapy. Furthermore, we found VEGFA, a key regulator of angiogenesis, deregulated by CTCFL in vitro and affected in OC patients. Targeting VEGFA in OC has been widely attempted with antibody-based therapies, such as Bevacizumab, which is FDA approved for the treatment of resistant OC^66,67^; however little therapeutic benefit has been observed^68^. Thus, the use of antiangiogenic therapies or anti-PI3K-Akt signaling pathways, in patients with overexpression of *CTCFL* or in combination with anti-CTCFL immunotherapy could be a promising therapeutic approach for drug-resistant tumors, since monotherapy in solid tumors appears to be ineffective^69^.

In addition to the described above, we identified several membrane transporters members of the Solute Carrier Family (SLC) and the ATP-binding cassette (ABC) differentially expressed in *CTCFL*-deregulated cells. SLC and ABC genes have been widely described as key mechanisms of resistance to Paclitaxel and Cisplatin, the current first chemotherapy option for OC patients^29^. We identified more than 50 members of the SLC and ABC family of transporters deregulated by CTCFL, thus suggesting that OC patients with deregulated levels of CTCFL protein could be associated with either resistance or sensitivity to chemotherapy. Previous studies in a neuroblastoma model indicate that the overexpression of *CTCFL* is related to a resistant phenotype, through the regulation of epigenetic processes^70^ and through the alteration of the ALK gene (whose downstream signal is the PI3K-Akt pathway as well)^71^. Also, previous studies suggest a role of CTCFL in drug resistance through the maintenance of a stemness state^17^. The latter supports our results that indicate that CTCFL can, not only serve as a therapeutic target but also could be associated with tumor chemoresistance in OC. However, further analyses are required in OC to validate the potential use of CTCFL as a predictor of chemoresistance.

In addition to the potential role as a therapeutic target, we found that CTCFL expression levels, in combination with the expression of other identified genes in our protein interaction network, provide a good prediction of survival. Notably, in patients with high expression of CTCFL, low levels of MALT1 indicate a good prognosis (OS and DSS). Previous studies report that MALT1 is a key regulator of chemoresistance in other cancer types^72^. This supports the idea that *MALT1* may be utilized as a biomarker of chemoresistance in combination with *CTCFL*.

As our analysis is mainly based on gene expression data, we cannot be fully certain that our marker genes’ expression is reflected in the abundance of the corresponding proteins. However, our results, together with the fact that CTCFL itself is a cancer biomarker and a target for immunotherapy^26^, suggest that the combinatorial use of CTCFL and its target genes have high utility as mechanistic predictors for survival and metastasis.

Taken together, our study elucidates the molecular mechanisms driven by the oncogene CTCFL in ovarian cancer, which may further be utilized as prognostic biomarkers as well as for targeted therapy and drug development. In particular, we found PI3K-Akt initiators; such as the RTKs EGFR1 and VEGFA, and the integrins ITGB3 and ITGB6, to be potential drug targets in ovarian cancer patients with high *CTCFL* expression. We also identified the additional CTCFL targets ACTBL2, MALT1, and PCDH7 to be predictive for ovarian cancer treatment outcomes.

## Methods

### Cell lines

The human epithelial ovarian cancer cell line OVCAR3 (ATCC HTB-161) was obtained from ATCC (Manassas, VA, USA) and subcultured in a complete growth medium contained RPMI-1640 Medium (Catalog No. 30-2001; ATCC), supplemented with 20% fetal bovine serum (Catalog No. 10437028; Gibco) and 0.01 mg/ml bovine insulin (Catalog No. I0516-5ML; Sigma). OVCAR3 cells were subcultured at 37 °C in a 5% CO_2_ incubator.

### Cell transfections

The plasmid pCpGfree-vitroHBORIS contains *CTCFL* ORF encoding the canonic protein of 663 amino acids. pCpGfree-vitroHLacZ plasmid was used as a negative control. Both constructs were kindly donated by Prof. Lobanenkov and Dr. Pugacheva^11^. pCpGfree-vitroHBORIS and pCpGfree-vitroHLacZ (Catalog No.cat. no. pcpgvth-lz; InvivoGen) plasmids were cloned in *E. coli* GT115 (Catalog No. gt115-11; InvivoGen) and Hygromycin B (Catalog No. 10 843 555 001; Sigma) was used as selection antibiotic. Plasmid purification was performed with QIAEX II Gel Extraction Kit (Catalog No. 20021: QIAGEN). OVCAR3 cells grown to 70% density were transiently transfected with pCpGfree-vitroHBORIS (CTCFL-OE) or pCpGfree-vitroHLacZ (Control) plasmids, using Xfect Transfection Reagent (Catalog No. 631317; Clontech) and 2 µg of plasmid, transfections were performed overnight. Cells were collected 48 h post-transfection for RNA and protein extraction. Three technical replicates were pooled together to obtain one biological replicate. Three independent biological replicates were performed.

### Protein extraction and western blot

Collected cells were washed with ice-cold PBS solution and resuspended in RIPA buffer with protease inhibitor cocktail cOmplete (Catalog No. 4693132001; Roche). Protein quantification was performed with DC protein assay (Catalog No. 500-0116; Bio-Rad) and the signal was obtained with iMark™ Microplate Absorbance Reader (Catalog No. 1681130; Bio-Rad). Next, 10 µg of total protein per sample was prepared for electrophoresis in 10% bis-acrylamide SDS-PAGE gel. Proteins were transferred to a PVDF membrane overnight. Antibodies used for immunodetection are Anti-CTCFL (Catalog No. HPA001472; SIGMA Aldrich) dilution 1;10, Anti-GAPDH (Catalog No. SC-25778; Santa Cruz Bt.) dilution 1:2500, and HRP anti-rabbit (Catalog No. SC-2004; Santa Cruz Bt) dilution 1:5000. CTCFL abundance was determined by standard densitometry analysis using ImageJ software (NIH, USA) (Fig. 1a and Supplementary Fig. 1a). Signal normalization was performed using GAPDH (Catalog No. SC-47724; Santa Cruz Bt). Gels are derived from the same experiment and were processed in parallel.

### RNA extraction and RNA-sequencing

Total RNA from CTCFL-OE and Controls was extracted using TRIzol Reagent (Catalog No. 15596026; Invitrogen) and Direct-zol RNA Miniprep (Catalog No. R2051; Zymo). RNA from CTCFL-KD was obtained from Knockdown experiments validated and published previously^7^. The integrity and quality of RNA was analyzed with TapeStation 2200 (Agilent, USA). Sequencing was performed by Unidad de Secuenciación (INMEGEN, Mexico City). mRNA for NGS sequencing was quantified with Qubit 4 (Thermo Fisher Scientific, USA) and libraries were prepared with TruSeq Stranded mRNA Library Prep (Illumina). Sequencing was performed in a NextSeq 500 platform (Illumina) with 25 M reads per sample, paired-end, and 75 bp read length.

### Differential expression analysis

Initial quality assessment and trimming of low-quality reads was performed with FastQC v0.10.1^73^ and Trimmomatic v0.27^74^. Alignment to the genome was performed using STAR^75^ and the Homo sapiens reference transcriptome (GRCh38). Counts were obtained with FeatureCounts from the R package Rsubread v1.32.4^76^. Differential expression analysis was performed with DESeq2 v1.22.2^77^, genes were selected with |Fold Change | > 2 and FDR *p*-adj < 0.1 (for CTCFL-OE vs Control) and FDR *p*-adj < 0.05 (for CTCFL-KD vs Control). Differentially expressed genes are shown in Supplementary Data 1. Differentially expressed genes identified in each comparison were used for Functional Enrichment Analysis with gProfiler a cutoff of *p*-adj < 0.001 (for CTCFL-OE vs Control) and *p*-adj < 0.05 (for CTCFL-KD vs Control).

### CTCFL binding site identification

Sequences flanking the TSS (2 Kbp) of DEGs identified in CTCFL-OE and CTCFL-KD were obtained using Biomart^78^. HMMER 3.2.1 software^36^ was used to search for CTCFL BSs using the known motifs reported in Jaspar database^34^ (profile MA1102.1) and Factorbook^35^. Clustal Omega software^79^ was used for the alignment of known motifs. For regions with more than one identified BS, only the site with the best e-value was selected. Two independent searches with HMMER were performed, one for each CTCFL motif (Jaspar and Factorbook). Genes with identified BS by both independent searches and position in the same genomic coordinate were selected. (Supplementary Data 2).

### ChIP-seq data integration

WIG formatted ChIP-seq data for CTCFL and CTCF in OVCAR8 cell lines was obtained from Pugacheva et al.^11^ available in GEO database (GEO accession GSE70764)^80^. Coordinates were converted to GRCh38/hg38 genome assembly using the liftOver tool from UCSC Genome Browser^81^. Visualization of ChIP-seq peaks was performed with IGV software^82^.

### Network analysis and target-drug associations

Differentially expressed genes identified in CTCFL-OE and CTCFL-KD were used as active genes to create a custom indicator matrix as input for *de novo* pathway enrichment with KeyPathwayMiner^83^ using a physical interaction network obtained from BioGrid and the parameters K = 1, L = 0. Cytoscape was used for network visualization^84^.

To retrieve drugs targeting proteins in the network, gene names were mapped to UniprotIDs and input into CoVex^49,50^; followed by the MuST algorithm with default parameters (except including non-seed viral proteins=IGNORE) and the Closeness centrality algorithm with default parameters and result size = 500.

### Expression analysis in tumor and normal ovarian samples

For differential expression analysis of tumor *vs* normal ovarian samples, RSEM_expected counts were downloaded from the TCGA, TARGET, and GTEx dataset from the UCSC Toil RNA-seq Recompute^85^ available through the Xena Browser^86^. A total of 88 normal (GTEx) and 419 neoplastic (TCGA) ovarian samples were retained after removing recurrent tumor samples. Counts were subjected to differential expression analysis using DEseq2^77^. Differentially expressed genes were selected with abs(Fold Change) > 1.5 and *p-*adj < 0.05.

For survival analysis, gene expression (RSEM tpm) of the TCGA, TARGET, and GTEx datasets was downloaded from the UCSC Toil RNA-seq Recompute^85^. A total of 419 neoplastic (TCGA) ovarian samples were retained after removing recurrent tumor samples. Four different outcome labels were used, producing four separate datasets: overall survival (OS, 417 samples), disease-specific survival (DSS, 387 samples), disease-free interval (DFI, 202 samples), and progression-free interval (PFI, 417 samples).

Preprocessing, Kaplan–Meier estimation, Cox proportional hazard model (CPH), and random survival forest (RSF) were applied to all datasets. For the preprocessing, the datasets were checked for high-correlating features (Pearson correlation coefficient >95%), where zero genes showed high correlation, thus all genes were retained. For Kaplan–Meier estimation and CPH Model, the lifelines package^87^ was used; in particular, for CPH, a five-times repeated fivefold cross-validation was used and the concordance index (c-index) was used as an evaluation metric. RSF analysis was performed with the scikit-survival package^88^ by splitting the dataset into 80% train and 20% test. On the training set, a randomized hyperparameter search was performed with a five-times repeated fivefold cross-validation and evaluated using the c-index. The hyperparameters of the best-performing model of the randomized search were used to train the actual model on the whole training set, which was evaluated on the 20% unseen test data. Finally, the feature importance of the model was computed.

## Supplementary information

Supplementary Figures

Supplementary Data 1

Supplementary Data 2

## Data Availability

The datasets generated and analysed during the current study are available in the GEO repository, GSE166767.

# Supplementary material for: CTCFL regulates the PI3K-Akt pathway and it is a target for personalized ovarian cancer therapy
**Source:** NPJ Syst Biol Appl. 2022 Feb 7;8:5. doi: 10.1038/s41540-022-00214-z

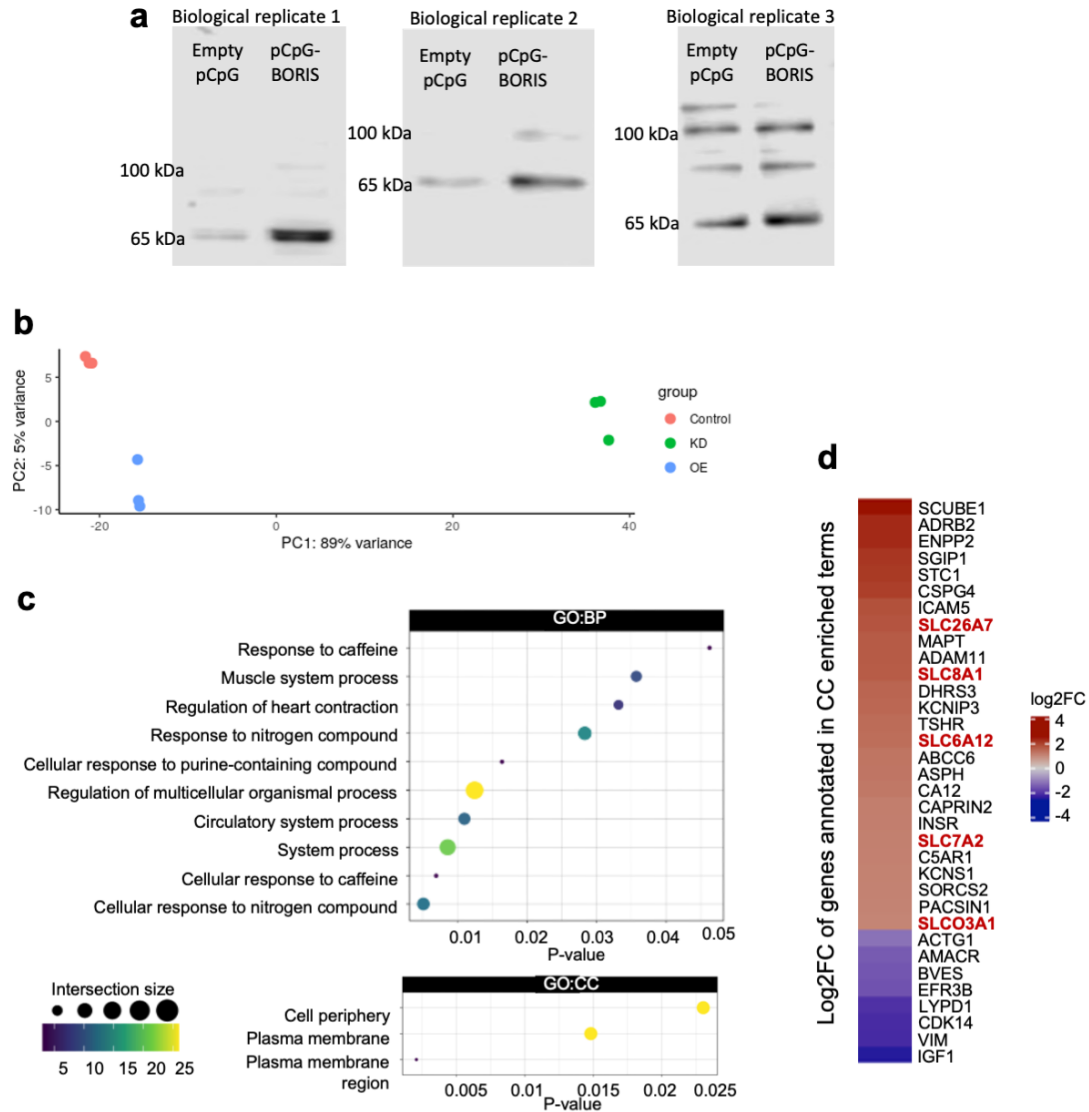

**Supplementary Figure 1. Functional analysis of DEGs in CTCFL-OE (86 genes).** **a)** full un-cropped image of CTCFL blots of each biological replicate. The canonic protein corresponds to the 65 kDa band. **b)** PCA depicting the three experimental conditions and their biological replicates. **c)** Gene Ontology enriched terms in Biological Process (BP) and Cellular Component (CC). No significant enriched terms were obtained in Molecular Function. Enriched terms were selected with  $p_{adj} < 0.05$ . **d)** Fold Change of genes contained in GO:CC terms Cell periphery, Plasma membrane and Plasma membrane region. Red labeled genes are members of the solute carrier family (SLC).

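Of the 34 genes drawn in Supplementary Fig. 1d, 31 were DEGs in CTCFL-OE in the fit to all 9 libraries, 23 of them higher and 8 lower than in Control. With the p-values adjusted over the list alone, 32 were DEGs, although the study picked it from these libraries. Many of the calls no longer passed the adjusted p threshold when 1 library was left out. For *SLC8A1* this held whichever Control library it was. Its log2 fold change stayed between 1.35 and 1.71 in the 6 fits without 1 Control or CTCFL-OE library. Of the genes that the paper's text names from this figure, only *SGIP1*, *VIM* and *CSPG4* passed the adjusted p threshold in each fit without 1 Control or CTCFL-OE library. Of these 34 genes, 4 (*STC1*, *ABCC6*, *AMACR* and *IGF1*) were also DEGs in CTCFL-KD, of which *STC1* and *IGF1* changed in the opposite direction there. *STC1* and *AMACR* were named after their values were seen. The paper's fold changes in Supplementary Data 1 and those computed here had a Pearson correlation of 0.997 across the 231 listed CTCFL-OE genes that were tested, and all 231 had the same sign.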

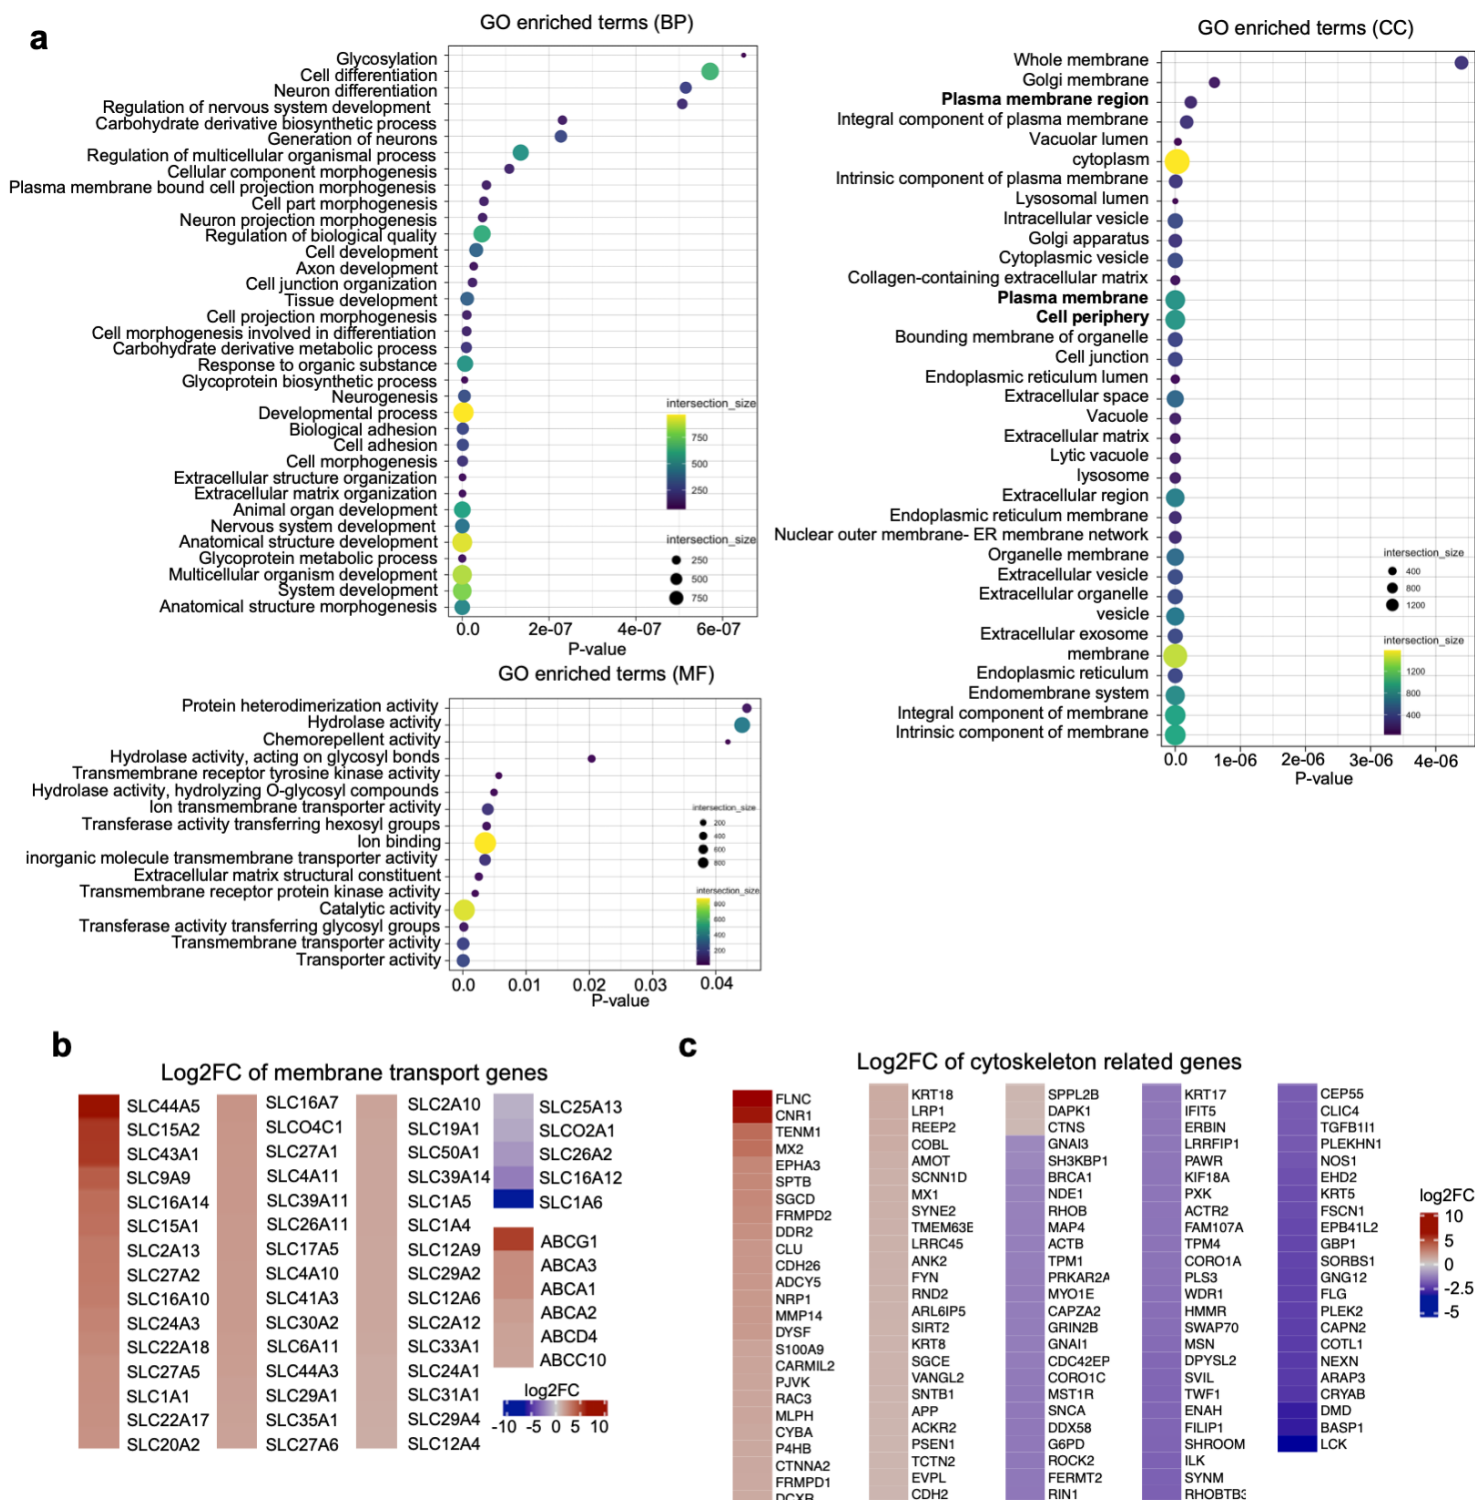

**Supplementary Figure 2. Functional analysis of DEGs in CTCFL-KD (2713 genes).** **a**) Top 35 Gene Ontology enriched terms in Biological Process (BP), Cellular Component (CC) and Molecular Function (MF). **b**) Fold Change of genes members of the Solute Carrier Family (SLC) or ATP-binding Cassette (ABC) transporter family which are differentially expressed in CTCFL-KD. **c**) Fold Change of genes annotated for Homo sapiens in Cytoskeleton GTerm (GO:0005856) which are also differentially expressed in CTCFL-KD.

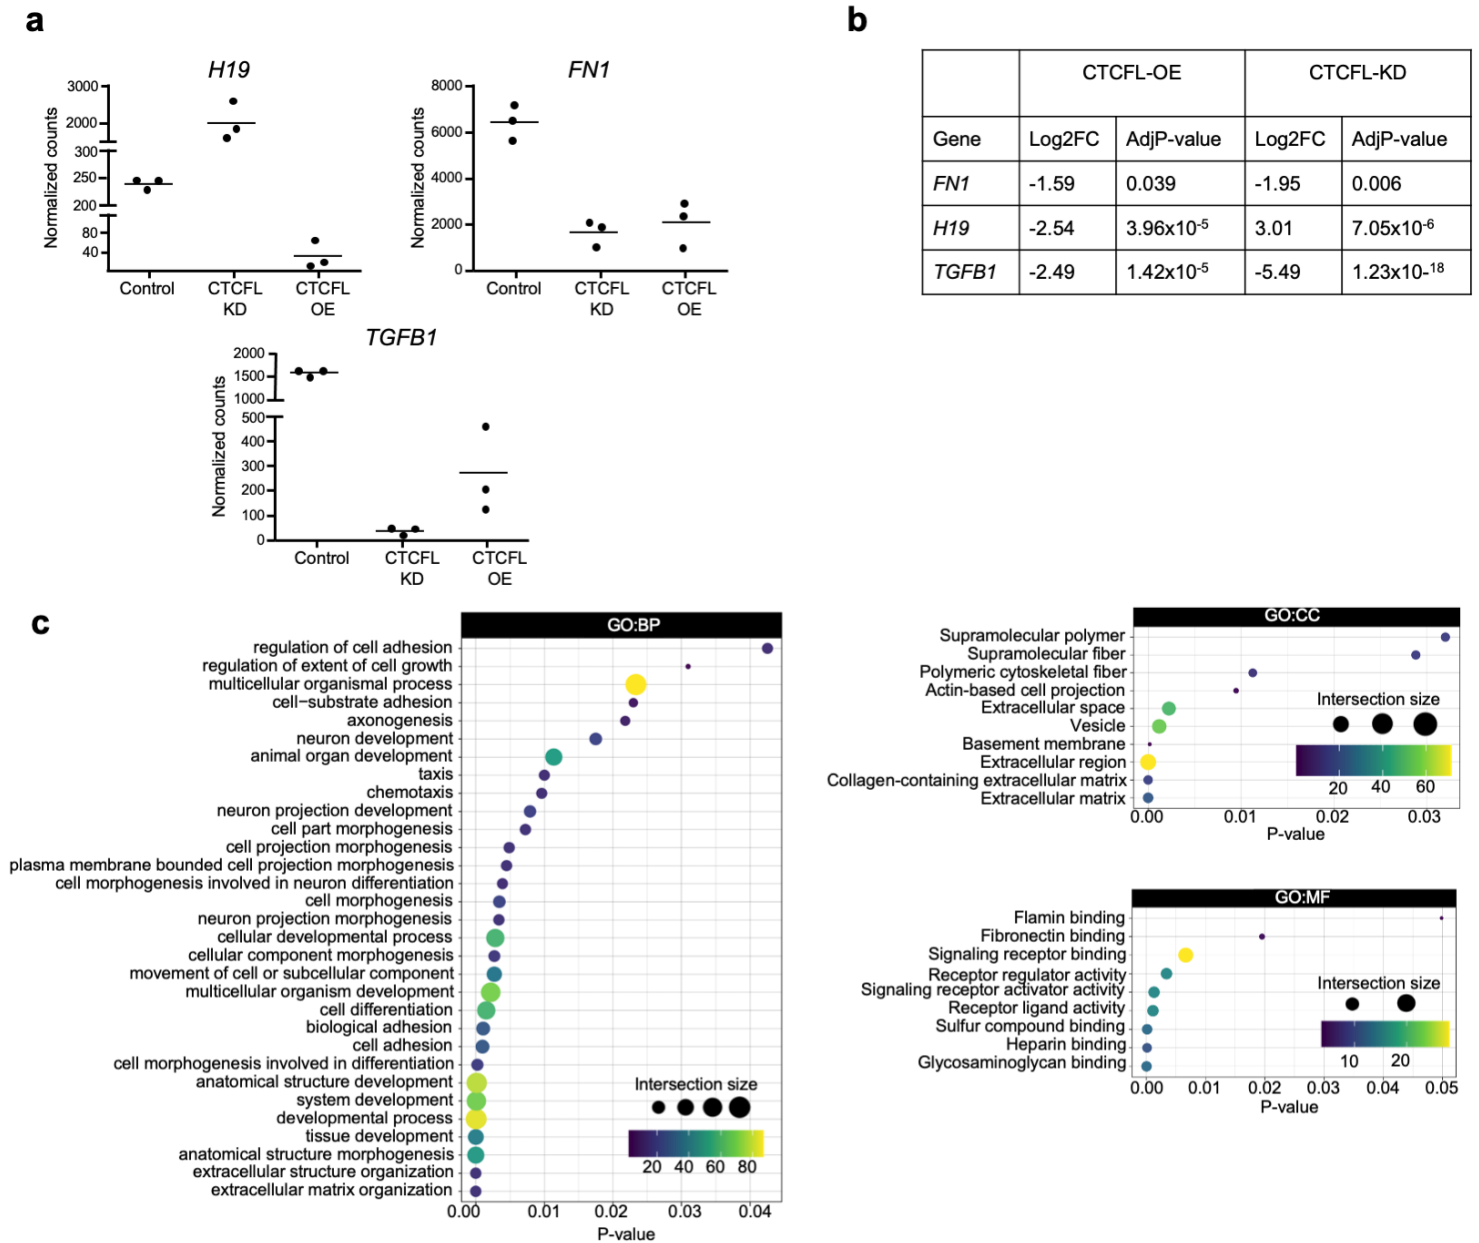

**Supplementary Figure 3. Functional analysis of DEGs in both CTCFL-KD and CTCFL-OE (149 genes).** **a)** Gene Ontology enriched terms in Biological Process (BP), Cellular Component (CC) and Molecular Function (MF). **b)** Transcript levels of previously reported CTCFL target genes (*H19*, *FN1* and *TGFB1*) in each experimental condition. **c)** Change in gene expression and statistical confidence of previously reported CTCFL target genes (*H19*, *FN1* and *TGFB1*) in each experimental condition vs control.

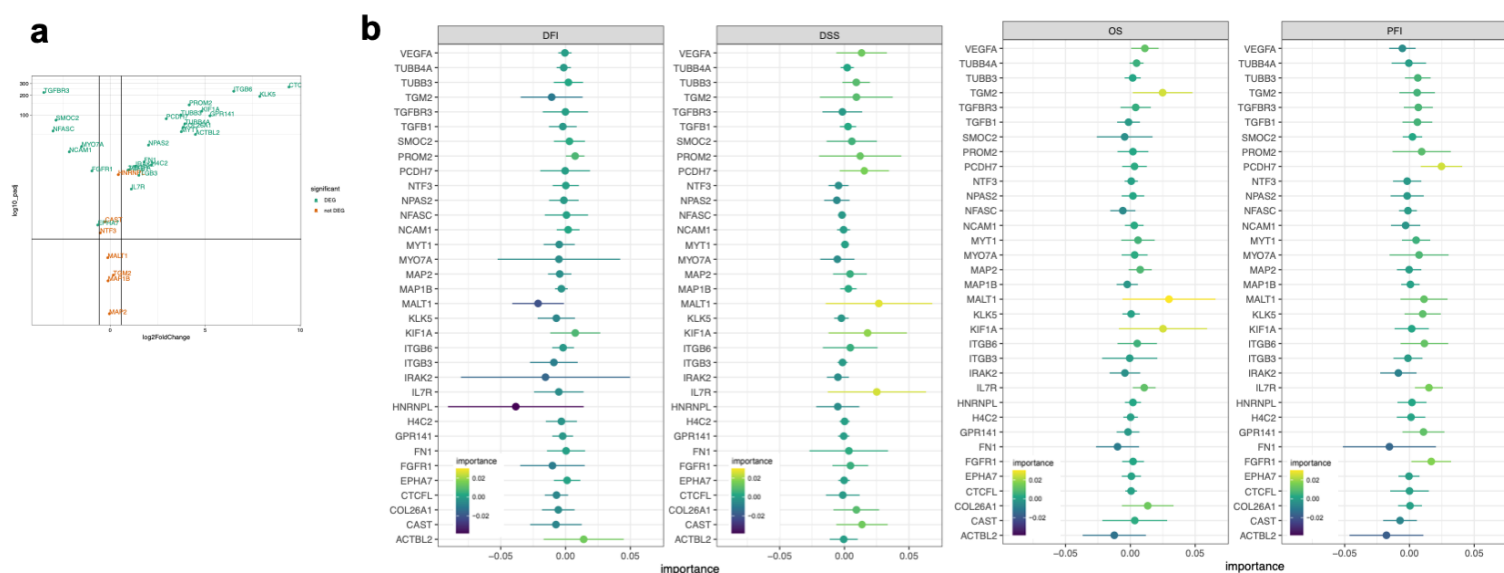

**Supplement:** Supplementary file 1 — Supplementary Figures

How the deposited data were processed for this re-analysis (not part of the article)

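RNA-seq of OVCAR3 cells was re-analysed from 9 libraries, with 3 biological replicates each of Control, CTCFL-OE and CTCFL-KD. The conditions were taken from the sample labels, which use BORIS for *CTCFL*, and from the paper's methods. CTCFL-OE and Control cells had been transfected with 2 µg of plasmid and harvested after 48 h. The paper's methods name a LacZ plasmid for the Control cells. The authors trimmed the reads, aligned them to GRCh38 with STAR and counted them on genes with featureCounts of Rsubread v1.32.4. The deposited values are these counts, without normalization. Each of the 9 library files held the same counts as its column of the deposited matrix, and all values were whole numbers. The annotation release, the strand setting and the treatment of reads that align to several places are not named in the paper's text. Counts of genes with close paralogs or pseudogenes, such as *ACTB*, *ACTG1* and HIST1H4E, are therefore uncertain. The H4C2 of Fig. 1f was read as HIST1H4E, the symbol in Fig. 2c and Supplementary Data 1. These symbols belong to different histone H4 genes, so the identity of this gene of Fig. 1f is in doubt. Gene symbols, positions, transcript lengths and GC content came from GENCODE release 44 on GRCh38, which named 60463 of the 60660 identifiers, and 37834 genes had at least 1 count.

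The total counts per library ranged from 14332622 to 24490080, with a median of 19044832 in Control, 18104845 in CTCFL-OE and 16605777 in CTCFL-KD. A gene with a count of 0 could still hold up to 3 counts per library. The paper calls the replicates biological, so the standard errors include the spread between them. Counted reads carry no molecular identifiers, and limits computed from counts cover the counting error only.

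Counts were analysed with edgeR 4.0.16 in R 4.3.3, with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1 for tables and exact tests and matplotlib 3.10.9 for figures. Genes were kept by filterByExpr, library sizes were scaled by TMM, and a quasi-likelihood model (glmQLFit with robust estimation) was fitted to all 9 libraries with the condition as the only factor. CTCFL-OE and CTCFL-KD were each compared with Control by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A DEG had a log2 fold change beyond 1 in either direction and an adjusted p under 0.1 in CTCFL-OE or under 0.05 in CTCFL-KD. These thresholds are those of the paper's methods, which name DESeq2 v1.22.2. PCA used the log2 CPM with a prior count of 2 of the 500 most variable genes. Both comparisons use the same Control libraries, which alone makes their fold changes correlate. The correlation was set against 100 simulations in which unchanged CTCFL-OE and CTCFL-KD groups were drawn around the means of the same Control libraries. These simulations leave out the sampling error of Control and cannot show the correlation that sharing causes. The correlation was therefore also computed with separate Control libraries for the 2 comparisons.

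Gene lists were copied from Fig. 1f, the network of Fig. 2c, Supplementary Figs. 1d and 2b, Supplementary Data 1 and Supplementary Data 2. Of the CTCFL-KD genes of Supplementary Data 1, 1998 of 2862 were used, since the copy used here held the list in part. SLC and ABC genes were recognised by their symbols. Individual genes named in the text were those that the paper's results or discussion name as changed in OVCAR3 cells or draw in a complex. To these were added, in each comparison, the 5 highest and the 5 lowest fold changes among DEGs whose 3 treated libraries lay beyond all 3 Control libraries, with at least 1 CPM in one of the groups, of which 1 gene is not reported here. Marker lists of 5 programmes were tested as sets only. These were ERK output, FOXO targets, the integrated stress response, interferon-stimulated genes and the TGF-beta response. The test was camera of limma 3.58.1 with a preset correlation of 0.01 on voom weights, with Benjamini-Hochberg adjustment over the 10 tests, and fry and an estimated correlation were the alternatives. A list of 20 fibroblast genes was used to look for RNA of other cells. The lists, the main settings, most alternatives and the rule for named genes were chosen before the data were examined. The BSs of Supplementary Data 2 were searched by sequence in GRCh38 within 50 bases of their listed positions.

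Replicate numbers were checked for pairing. Across 11622 genes, the deviations of same-numbered Control and CTCFL-KD libraries from their group means correlated by 0.384, 0.221 and 0.265. With length and GC trends removed from each library, these correlations were 0.171, 0.137 and 0.161. All 3 pairs lay above 0.1, although the paper describes the CTCFL-KD cells as a separate experiment, so a fit with the replicate number as a block is reported beside the fit without it. For Control and CTCFL-OE, the numbers paired only 1 of 3 libraries.

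The alternatives were DESeq2 1.42.0 on all 9 libraries and on the 2 groups compared, edgeR on the 2 groups compared, RLE and upper-quartile scaling, no low-count filter, at least 10 counts in every library, robust estimation off, the replicate block, each library left out in turn, glmTreat against a fold change of 2, a log2 threshold of 2 and an adjusted p under 0.05 for CTCFL-OE. A correction for transcript length and GC content, by a smooth trend per library from mgcv 1.9.3 used as an offset, was chosen after seeing the data. So was the leaving out of CTCFL-KD libraries for results of CTCFL-OE. Some counts were also set against the splits of the 6 libraries compared, of which there are 10 with the real one included. These were the counts of DEGs in each comparison, of SLC and ABC DEGs in CTCFL-KD and of Supplementary Data 1 genes in CTCFL-OE. The counts shared by both comparisons and the number of marker lists that passed were set against 100 of the 1680 labelled groupings of the 9 libraries.

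The pipeline was tested on simulated data, in which 200 of the genes had been changed in CTCFL-OE and none in CTCFL-KD. With edgeR, 200 of the 200 were recovered with 16 false calls in CTCFL-OE and 0 in CTCFL-KD. With DESeq2, 200 were recovered with 17 and 4 false calls. The changed genes were well counted, and their changes lay well beyond the log2 threshold of 1. Recovery of weaker changes or of genes with few counts was therefore not tested. Of simulated lists, 1 of 1 raised list and 0 of 20 unchanged lists passed camera. Genes were simulated independently of each other, so the effect of correlation within a list was not tested. The western blot, the ChIP-seq data and the tumor and normal tissue data of the paper were not analysed here, and neither were reads or transcript isoforms.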

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

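In this part, the test of length and GC bias and the test of fibroblast genes at the level of *COL1A2* were chosen only after the result was seen. The genes below were found in the table of all genes and are not discussed in the paper's text, although ENSG00000243981 is listed in Fig. 1f and *SLC1A6* drawn in Supplementary Fig. 2b.

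In the CTCFL-KD libraries, 15 genes lay above 2 CPM in all 3 libraries although they had 3 counts or fewer in each of the 6 Control and CTCFL-OE libraries. These genes were *BMP3*, *MAN1A1*, *COL1A2*, *OPRPN*, *PGAP4*, *BCL11A*, *CNTN1*, *PTN*, *TENM4*, *KCNJ13*, *SERP2*, *PWWP3B*, *COL9A1*, *CYP27A1* and *GFRA1*. Against the limit of 3 counts, their mean CPM in CTCFL-KD was at least 21.2-fold (*GFRA1*) to at least 166-fold (*BMP3*) higher. *MAN1A1* was at least 150-fold and *COL1A2* at least 93.2-fold higher. In the opposite direction, 5 genes lay above 2 CPM in all 6 Control and CTCFL-OE libraries and at 3 counts or fewer in all 3 CTCFL-KD libraries. ENSG00000243981, a pseudogene, was at least 51.4-fold lower, *SLC1A6* at least 39.3-fold, the lncRNA ENSG00000285963 at least 17.9-fold, *CRNN* at least 13.7-fold and *NNMT* at least 12.7-fold. The same rules applied to CTCFL-OE gave 0 genes in each direction, where 3157 genes had an unadjusted p under 0.05.

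The tables argue against several technical explanations. The CTCFL-KD libraries were not deeper than the others, with a median of 16605777 counts, so depth does not account for genes counted in CTCFL-KD alone. Replicate 1 of CTCFL-KD differed from the others in length and GC trends, but of 25 genes chosen from replicate 1 alone, all 25 lay above 3 counts in replicates 2 and 3 as well. RNA of fibroblasts or other stromal cells, for which *COL1A2* is an abundant marker, would raise most of a list of 20 fibroblast genes. Only 3 of the 20, *COL1A2* itself, *COL5A2* and *FBLN1*, rose by at least the 13.9 CPM of *COL1A2*, and 11 stayed under 1 CPM in CTCFL-KD. *COL1A1* went from 29.8 CPM in Control to 23.3, SPARC from 44.6 to 35.0 and *MMP2* from 91.1 to 13.6, while *COL3A1* reached 0.565 CPM. Of this list, 8 genes had at least 1 CPM in Control, so that the OVCAR3 cells express them too.

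Other explanations stay open. Loss or gain of expression through the knockdown of *CTCFL* remains as a biological hypothesis, found and tested on the same data. The paper states that the CTCFL-KD cells came from an earlier experiment, and 0 Control libraries were mapped to that experiment. An effect of the knockdown and a difference between the cells, passages or transfections of the separate experiments therefore cannot be told apart. RNA of cells other than fibroblasts and stromal cells was not tested.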

How the results depend on the processing

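Removal of length and GC trends, and leaving out CTCFL-KD libraries for results of CTCFL-OE, were alternatives chosen after seeing the data. For the changes below the cause was not tested, apart from alternatives that are stricter by construction (glmTreat, a log2 threshold of 2, an adjusted p under 0.05 for CTCFL-OE, fewer libraries).

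The number of DEGs in CTCFL-OE, 368, varied with the processing. It was 545 with DESeq2 on all 9 libraries, 750 with DESeq2 and 835 with edgeR on the 2 groups compared, 826 without a low-count filter and 616 with the trends removed. RLE, upper-quartile scaling, at least 10 counts in every library, robust estimation off and the replicate block gave between 267 and 450. It was 14 with glmTreat, 56 beyond a log2 fold change of 2 and 167 with an adjusted p under 0.05. Leaving out 1 library gave between 44 and 1184, with 44 to 61 without a Control library, 79 and 109 without replicates 2 and 3 of CTCFL-OE, 1184 without its replicate 1 and 980 without replicate 1 of CTCFL-KD. Of the 368 genes, 354 were also among the 835, and 358 among the 1184. The share that rose, 66.0%, was 37.8%, 41.0% and 40.9% without Control replicates 1, 2 and 3, 80.1%, 57.0% and 43.1% without CTCFL-OE replicates 1, 2 and 3, 14.3% with glmTreat and 41.1% beyond a log2 fold change of 2, so that more genes fell than rose in 6 of these 8 settings, and between 58.7% and 77.8% otherwise. The DEGs of CTCFL-KD, 4132, stayed between 2917 and 5127 over the other alternatives and between 3661 and 4511 without 1 library, and were 1519 with glmTreat and 1200 beyond a log2 fold change of 2.

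Shared DEGs, 227, numbered 382 and 404 with DESeq2 and edgeR on the 2 groups, 435 without a filter, 352 with the trends removed, 12 with glmTreat, 34 beyond 2 and 120 with an adjusted p under 0.05. Without 1 library they numbered from 36 (Control replicate 3) to 541 (CTCFL-OE replicate 1), and 495 without CTCFL-KD replicate 1. SLC and ABC DEGs in CTCFL-KD, 114, were 45 with glmTreat and 28 beyond 2, and otherwise between 95 and 117. Of the CTCFL-OE genes of Supplementary Data 1, 222 were DEGs, with 14 under glmTreat, 45 beyond 2 and from 44 to 227 without 1 library, the lowest without Control replicate 3. Of the Fig. 1f genes, 144 were DEGs in both comparisons, with 12 under glmTreat, 26 beyond 2 and from 35 (Control replicate 3) to 144 without 1 library. The 32 network genes fell to 3, 4 and 20 under glmTreat, beyond 2 and with an adjusted p under 0.05, and numbered from 8 (Control replicate 3) to 32 without 1 library. The 45 genes with a listed BS fell to 2 under glmTreat and 10 beyond 2, and numbered from 9 (Control replicate 1) to 45 without 1 library.

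*CTCFL* kept its direction under every alternative run. Its log2 fold change in CTCFL-OE was between 2.13 and 2.98 without 1 library, and its adjusted p over the alternatives was between 1.8e-08 and 0.176. Without a Control library (log2 fold changes of 2.59, 2.65 and 2.95) it no longer passed the threshold of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In CTCFL-KD its bound was between -1.17 and -0.68 on the log2 scale without 1 library, and without CTCFL-KD replicate 3, at -0.79, its adjusted p of 0.0551 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment lay past the threshold, in a range of 2.0e-04 to 0.0551 over the alternatives. Its counts of 0, 1 and 0 limit how far the decrease can be measured. *CTCF* in CTCFL-KD was between -0.46 and -0.34 without 1 library, and passed an adjusted p of 0.05 with DESeq2 on all 9 libraries (log2 fold change of -0.46), with DESeq2 on the 2 groups (-0.48), with the trends removed (-0.42) and without CTCFL-KD replicate 1 (-0.34).

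The Pearson correlation of the fitted fold changes, 0.406, was 0.362 with DESeq2 on all 9 libraries, 0.435 and 0.468 with DESeq2 and edgeR on the 2 groups, 0.382 without a filter, 0.510 with at least 10 counts in every library, and from 0.349 to 0.414 without 1 library. That of the log2 differences in mean CPM, 0.427, was with separate Control libraries for the 2 comparisons 0.365, 0.382 and 0.363 with Control 1, 2 and 3 for CTCFL-OE alone, and 0.384, 0.363 and 0.404 with Control 1, 2 and 3 for CTCFL-KD alone. The first principal component held 90.5% of the variance, 61.3% over all tested genes, 83.9% with a prior count of 0.5 and from 87.5% to 91.6% without 1 library. Of 10 tests of marker lists, 8 passed with camera, 6 with fry and 0 with an estimated correlation.

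Among named genes, the directions that reversed belonged to changes near 0 in CTCFL-KD, none of them DEGs there. *SCUBE1* had 0.21, 0.61, 0.38 and 0.29 without Control replicates 1 and 3 and CTCFL-KD replicates 1 and 2, and from -1.45 to 0.61 without 1 library. *ICAM5* had -0.17 and *EGFR* -0.029 with the trends removed. *BVES* had -0.029 and -0.043 without CTCFL-KD replicates 2 and 3 (range -0.043 to 0.28), *ENPP2* -0.061 and -0.14 without Control replicate 3 and CTCFL-KD replicate 2 (range -0.14 to 0.20), and *EGFR* -0.062 without CTCFL-KD replicate 3 (range -0.062 to 0.45). Of the other values of named genes and lists under an alternative, 1843 kept their direction and their side of the adjusted p threshold, 223 no longer passed it and 41 newly passed it. These numbers leave the threshold on the fold change aside, which some of the 1843 crossed, such as *ACTB*, *ACTR2* and *TGFB1* in CTCFL-KD. Of the named DEGs in CTCFL-OE, 14 of 54 passed the adjusted p threshold in all 6 fits without 1 Control or CTCFL-OE library, and of those in CTCFL-KD, 42 of 44. With the replicate number as a block, 302, 4027 and 197 genes were DEGs in CTCFL-OE, CTCFL-KD and both. Among the genes named by the stated rule, the block took *RBM20* in CTCFL-OE and *SLC26A7* and *ITGA2B* in CTCFL-KD out of the adjusted p threshold. It brought *SLC7A2* and *ACTG1* in CTCFL-KD into it. *INHBE*, named for its listed BS, also came into it in CTCFL-OE with the block. Deviations of same-numbered Control and CTCFL-OE libraries correlated by -0.04, 0.23 and -0.05. Alternatives without a value for a gene were those whose filter removed it, such as at least 10 counts in every library for *CTCFL*.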

Differences from the paper's values

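The paper reports 86 DEGs in CTCFL-OE only and 149 DEGs shared with CTCFL-KD, which together are the CTCFL-OE genes of Supplementary Data 1, where 141, 227 and 368 in all were found here. Of the alternatives set before the data were examined, 2 came within 1.5 times the paper's number for DEGs in CTCFL-OE only, namely at least 10 counts in every library (114) and the replicate block (105), as did leaving out replicate 3 of CTCFL-KD (122), which was chosen for CTCFL-OE after seeing the values. For the shared DEGs these were at least 10 counts in every library (153), the replicate block (197), leaving out replicate 2 (198) or replicate 3 (199) of CTCFL-KD and an adjusted p under 0.05 for CTCFL-OE (120). For all DEGs of CTCFL-OE they were at least 10 counts in every library (267), the replicate block (302) and an adjusted p under 0.05 (167) and, chosen after seeing the values, leaving out replicate 2 (328) or replicate 3 (321) of CTCFL-KD. The paper reports 50 SLC genes as DEGs in CTCFL-KD only, and 98 were found here, with glmTreat alone (40) coming within the same factor. None of the other alternatives, DESeq2 included, closed these gaps.

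Fold changes of single genes were compared with Supplementary Data 1. Of 54 genes in CTCFL-OE and 20 in CTCFL-KD, 4 and 3 differed by more than the spread between libraries. For *MAPT* in CTCFL-OE the paper's log2 fold change is 1.61, against 1.18 here and 1.59 without Control replicate 3. For *SCUBE1* the paper's is 3.90, against 3.15 here, and 3.4, 3.80, 3.46 and 3.37 without Control replicate 1, Control replicate 3, CTCFL-OE replicate 1 and CTCFL-OE replicate 2. For *CALB2* the paper's is 3.23, against 2.69 here, 3.15 without Control replicate 3 and 2.92 without CTCFL-OE replicate 2. For *LINC01310* the paper's is 2.91, against 2.49 here, 2.69 without Control replicate 1 and 2.67 without CTCFL-OE replicate 3. In CTCFL-KD, the paper's log2 fold change of *ACTBL2* is -6.19, against -5.88 here, -5.97 with DESeq2 on the 2 groups compared, -6.00 without Control replicate 2 and -6.20 without CTCFL-KD replicate 2. For *ITGB3* the paper's is -5.19, against -4.57 here and -4.78 without CTCFL-KD replicate 1. For *FYN* the paper's is 1.36, against 1.54 here and 1.46 without a low-count filter. For each of these genes, the remaining alternatives set before the data were examined did not close the gap. For *CTCFL* in CTCFL-KD, all 3 libraries were at or under 3 counts, so that only a log2 fold decrease of at least 0.92 can be given here, and the paper's stated decrease lies beyond this bound.

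Some genes that the paper lists as DEGs were not DEGs here. Of the CTCFL-OE genes of Supplementary Data 1, 233 matched the files and 222 were DEGs. *LDHAP4* and ENSG00000279095 had too few counts to be tested, and neither they nor *CHFR* were DEGs in CTCFL-OE under any setting run. *SLCO3A1*, which the paper names in its text, was a DEG with DESeq2 and edgeR on the 2 groups compared, RLE and upper-quartile scaling, at least 10 counts in every library, and without replicate 1 of CTCFL-OE or, chosen after seeing the values, replicates 1 or 2 of CTCFL-KD. *MAPT*, also named in the text, was a DEG with DESeq2 on all 9 libraries, DESeq2 and edgeR on the 2 groups, upper-quartile scaling, no filter, at least 10 counts in every library and without replicate 1 of CTCFL-OE, and, chosen after seeing the values, with the trends removed and without replicate 1 of CTCFL-KD. *PACSIN1* was one with edgeR on the 2 groups and upper-quartile scaling. *STEAP4* was a DEG with edgeR on the 2 groups, upper-quartile scaling, at least 10 counts in every library and without replicate 2 of CTCFL-OE, and, chosen after seeing the values, with the trends removed and without replicate 2 of CTCFL-KD. *INHBE* was a DEG with DESeq2 on all 9 libraries, DESeq2 and edgeR on the 2 groups, upper-quartile scaling, no filter, the replicate block and without replicate 1 of CTCFL-OE, and, chosen after seeing the values, with the trends removed and without replicates 1 or 3 of CTCFL-KD. *AGAP6* and *IGSF22* were DEGs with DESeq2 on all 9 libraries, edgeR on the 2 groups, no filter and without replicate 1 of CTCFL-OE, and, chosen after seeing the values, with the trends removed and without replicate 1 of CTCFL-KD. *AGAP6* was also one with DESeq2 on the 2 groups and *IGSF22* with upper-quartile scaling. *LINC01127* was a DEG only with the trends removed, which was chosen after seeing the values. Of the genes of Supplementary Fig. 2b, *SLC25A13* alone was not a DEG in CTCFL-KD, and it was one with DESeq2 on the 2 groups, no filter and without Control replicate 2 or CTCFL-KD replicate 3.

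The paper's text names *TGFB1* among the DEGs of both conditions. *TGFB1* was a DEG in neither comparison here, with log2 fold changes of -0.38 and -0.90, and *TGFBI*, which Fig. 1f and Supplementary Data 1 list, was a DEG in both. *TGFB1* was a DEG in CTCFL-KD without replicate 1 of CTCFL-KD and, chosen after seeing the values, with the trends removed. The paper's discussion names *EGFR1* where its results name *FGFR1*, and *EGFR* was a DEG in neither comparison. The paper draws *ABCC6*, *IGF1*, *STC1* and *AMACR* among the genes changed in CTCFL-OE only, and these 4 genes were DEGs in both comparisons here. The paper places the BSs in the promoters of the genes. For genes on the minus strand, 3 of 23 matched sites lay within 2 kb of a TSS of the gene.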

Other observations

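In this part, the tests of the length and GC bias of replicate 1 of CTCFL-KD, of Control RNA in that library, of copy number and of the Control cells as a source of shared changes were chosen only after the result was seen, and so was the factor of 2 by which the distance of that library and the numbers of DEGs were judged.

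The genes with the highest and lowest fold changes were chosen by rule. In CTCFL-OE, the highest log2 fold changes reported were those of *SCUBE1* (3.15), *CTCFL* (2.73), *CALB2* (2.69) and *LINC01310* (2.49), on few counts, as in *CALB2* with 3, 2 and 5 in Control and 24, 13 and 22 in CTCFL-OE. The lowest were *GPR141*, at least 6.43-fold lower, *FBXL21P*, at least 6.48-fold lower, and ENSG00000276850 (-3.39), ENSG00000273760 (-3.0) and *HNRNPA1P33* (-2.83). Of these 9 genes, *GPR141*, ENSG00000276850, ENSG00000273760 and *HNRNPA1P33* passed the adjusted p threshold of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment in all 6 fits that left out 1 Control or CTCFL-OE library. In CTCFL-KD, the genes with the highest fitted values were at or under 3 counts in every Control library and were at least 161-fold (*MAN1A1*), 99.8-fold (*COL1A2*), 87.6-fold (*PGAP4*), 42.5-fold (*PTN*) and 39.8-fold (*SERP2*) higher than in Control. Those with the lowest were at or under 3 counts in CTCFL-KD and at least 101-fold (*CYP24A1*), 28.3-fold (ENSG00000243981), 27.1-fold (*SLC1A6*), 13.2-fold (*NNMT*) and 11.6-fold (*KEL*) lower.

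Other splits of the same libraries gave fewer calls. In fits to the 6 libraries compared, 1 of the 10 splits, the real one, gave as many DEGs as the 835 of CTCFL-OE, and 1 of 10 gave as many as the 3813 of CTCFL-KD. The same held for the 106 SLC and ABC DEGs in CTCFL-KD (1 of 10) and the 225 called genes of Supplementary Data 1 in CTCFL-OE (1 of 10). A share under 1 in 10 is not possible with 3 libraries against 3, so these counts alone cannot exclude a chance arrangement. The other splits gave 0 DEGs, with 51 to 2022 genes at an unadjusted p under 0.05 in CTCFL-OE and 18 to 405 in CTCFL-KD. Each of them mixes Control and treated libraries, so a real difference would raise the spread within its groups. Their 0 DEGs are therefore not a level of false calls. Groupings of the 9 libraries that mix conditions share this limit. In CTCFL-KD, where the replicate numbers paired the libraries, the 3 other splits that part every pair, as the real one does, gave 0 DEGs with 25, 28 and 163 genes at an unadjusted p under 0.05, and the remaining splits part 1 pair. Of 100 labelled groupings of the 9 libraries, the real one included, 3 gave at least the 227 shared DEGs. The other 2, with 2592 and 2669, took the 3 CTCFL-KD libraries as the baseline of both comparisons. Of the 100 groupings, 1, the real one, reached the 144 genes of Fig. 1f, 1 the 32 network genes and 1 the 45 genes with a BS. The study chose these lists, and Supplementary Data 1, under the real grouping of the same libraries, so their counts of groupings and splits decide nothing.

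Fold changes in CTCFL-OE and CTCFL-KD went in the same direction more often than apart, although the 2 treatments move *CTCFL* in opposite directions. Simulated unchanged groups reached a correlation of at most 0.0351. They were drawn around the Control means, so they cannot show an effect of sharing the Control libraries. The observed correlation was 0.427, and it stayed at 0.363 or higher with separate Control libraries, so sharing alone does not account for it. With length and GC trends removed from each library it was 0.403. A difference of the Control cells from both other groups apart from *CTCFL* could also move genes in one direction. Both comparisons use the same Control libraries, and 0 Control libraries lie outside them, so such a difference and an effect shared by both treatments cannot be told apart.

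Replicate 1 of CTCFL-KD lay apart from replicates 2 and 3. The SD of its log2 ratio to them was 0.830 over 11401 genes, against 0.191 between replicates 2 and 3, and with length and GC trends removed it was 0.620 against 0.189, so these trends do not make up the whole difference. Its lower depth argues for little, since replicate 3 thinned to that depth had a chi-square per degree of freedom of 7.60 to replicate 2, against 145 for replicate 1. RNA of Control cells mixed into the library was tested with 9 genes above 2 CPM in Control and at or under 3 counts in replicates 2 and 3, of which 0 lay above 3 counts in replicate 1. A difference in the handling of these cells or in RNA quality was not tested.

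More genes were DEGs in CTCFL-KD than in CTCFL-OE. Replicate 1 of CTCFL-KD with its length and GC bias does not account for this, since 3901 genes were DEGs in CTCFL-KD and 616 in CTCFL-OE with the trends removed, and 4064 and 980 without this library. The paper takes the CTCFL-KD RNA from a separate experiment. As 0 Control libraries were mapped to that experiment, an effect of the knockdown and one of the separate experiment and transfection cannot be told apart.

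Of the 10 tests of marker lists, 8 passed an adjusted p of 0.05 with camera. The ERK output list (17 genes) was lower in CTCFL-OE and CTCFL-KD (adjusted p of 8.0e-06 and 2.1e-04 from camera with Benjamini-Hochberg adjustment), with median log2 fold changes of -0.53 and -0.92. The TGF-beta list (28 genes tested) was lower in both, with medians of -0.49 and -0.90 and adjusted p of 4.3e-07 and 5.0e-06 from camera. The integrated stress response list (37 genes) was higher in both, with medians of 0.53 and 0.81 and adjusted p of 7.2e-06 and 3.1e-04 from camera. FOXO targets (22 genes) were lower in CTCFL-OE with a median of -0.19 (adjusted p = 0.0179 from camera) and showed no shift in CTCFL-KD (0.717), and interferon-stimulated genes (37 genes) were lower in CTCFL-KD with a median of -0.53 (adjusted p = 0.0112 from camera) and showed none in CTCFL-OE (0.369). Whether the lists differed between the comparisons was not tested. With fry, FOXO targets and the integrated stress response in CTCFL-OE no longer passed, and with an estimated correlation none of the 10 did. The study picked 4, 6, 5, 2 and 1 genes of the 5 lists, in the order given, from these libraries. Of 100 labelled groupings of the libraries, 3 gave 8 or more passing tests. All 100 gave at least 1, and the median of the other 99 was 4, so that a list passing camera is not by itself evidence of a change in that programme.

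Fold changes were not evenly spread along the chromosomes, most clearly in CTCFL-KD. In 227 windows of 10 Mb with at least 20 genes, the SD of the window medians in CTCFL-KD was 0.278, above the 0.180 that 1000 shuffles of gene positions reached at most. With the length and GC trends removed it fell to 0.202, still above the 0.161 of the shuffles. The permutation test gave p = 0.001, the smallest that 1000 shuffles can give. The length and GC content of neighbouring genes may thus account for part of this SD, but not for all of it. In CTCFL-OE it was 0.108 against at most 0.0804 in the shuffles, and with the trends removed 0.0772 against at most 0.0772, which is level as printed, and each gave the same smallest p of 0.001 in the permutation test. A smaller regional spread was thus present in CTCFL-OE too. The highest medians in CTCFL-KD lay at 30 to 40 Mb of chromosome 19 (0.59 over 104 genes), 80 to 90 Mb of chromosome 17 (0.57) and 40 to 50 Mb of chromosome 21 (0.44), and these windows were picked after their values were seen. A copy number difference between the cells of CTCFL-KD and Control is a candidate explanation. No DNA was measured, and such a difference and a regional change of expression cannot be told apart.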
